# Genome‐wide binding analysis of AtGNC and AtCGA1 demonstrates their cross‐regulation and common and specific functions

**DOI:** 10.1002/pld3.16

**Published:** 2017-10-16

**Authors:** Zhenhua Xu, José A. Casaretto, Yong‐Mei Bi, Steven J. Rothstein

**Keywords:** *Arabidopsis thaliana*, ChIP‐seq, GATA transcription factors, plant development, plant greening

## Abstract

GATA transcription factors are involved in multiple processes in plant growth and development. Two GATA factors, *NITRATE‐INDUCIBLE*,*CARBON METABOLISM‐INVOLVED* (*GNC*) and *CYTOKININ‐RESPONSIVE GATA FACTOR 1* (*CGA1*, also named *GNL*), are important regulators in greening, flowering, senescence, and hormone signaling. However, their direct target genes related to these biological processes are poorly characterized. Here, GNC and CGA1 are shown to be transcription activators and by using chromatin immunoprecipitation sequencing (ChIP‐seq), 1475 and 638 genes are identified to be associated with GNC and CGA1 binding, respectively. Enrichment of diverse motifs in the peak binding regions for GNC and CGA1 suggests the possibility that these two transcription factors also interact with other transcription factors and in addition genes coding for DNA‐binding proteins are highly enriched among GNC‐ and CGA1‐associated genes. Despite the fact that these two GATA factors are known to share a large portion of co‐expressed genes, our analysis revealed a low percentage of overlapping binding‐associated genes for these two homologues. This suggests a possible cross‐regulation between these, which is verified using ChIP‐qPCR. The common and specific biological processes regulated by GNC and CGA1 also support this notion. Functional analysis of the binding‐associated genes revealed that those encoding transcription factors, E3 ligase, as well as genes with roles in plant development are highly enriched, indicating that GNC and CGA1 mediate complex genetic networks in regulating different aspects of plant growth and development.

## 1 INTRODUCTION

GATA transcription factors are present across eukaryotic species and are characterized by a distinctive and conserved type IV zinc finger DNA‐binding domain, CX_2_CX_17–20_CX_2_C, which specifically recognizes the consensus DNA sequence WGATAR (W = T or A; R = G or A) (Lowry & Atchley, 2000). A recent study revealed that, in a slight variance from what has been described in animals, plant GATA transcription factors preferentially recognize and bind GATC rather than the GATA motif, and the two bases in the middle (AT) are more conserved than the flanking sequence of the binding core across the GATA family (Weirauch et al., 2014).

The existence of GATA transcription factors in plants was exposed by the GATA motifs present in the promoters of light and circadian responsive genes (Arguello‐Astorga & Herrera‐Estrella, 1998), suggesting the possible function of GATA factors in light regulation. In plants, GATA factors function in various processes, including wound defense (Sugimoto, Takeda, & Hirochika, 2003), shoot apical meristem and flower development (Zhao et al., 2004), seed germination (Liu, Koizuka, Martin, & Nonogaki, 2005), light response (Manfield, Devlin, Jen, Westhead, & Gilmartin, 2007), organogenesis (Wang et al., 2009) as well as integration of light and BR signaling pathways in regulating seedling photomorphogenesis (Luo et al., 2010).

The most studied GATA factors are two homologues named *NITRATE‐INDUCIBLE, CARBON METABOLISM‐INVOLVED* (*GNC*) and *CYTOKININ‐RESPONSIVE GATA FACTOR 1* (*CGA1*, also named *GNL*, for *GNC‐LIKE*). The *GNC* gene was first identified in *Arabidopsis* by screening the response of a set of mutants in the GATA gene family to nitrogen limitation conditions. The *gnc* mutant accumulates less chlorophyll than WT under both nitrogen sufficient and limitation conditions (Bi et al., 2005). Nitrogen induces the expression of *GNC*, which is involved in nitrogen and carbon metabolism possibly by regulating the expression of *Glutamate Synthase* (*GLU1/Fd‐GOGAT*) (Bi et al., 2005; Hudson et al., 2011). *CGA1* was characterized in *Arabidopsis* by its rapid induction by cytokinin as well as light. The significantly reduced expression of *CGA1* in mutants of the cytokinin receptor *ahk2/3* and of the red light receptor *phyA/B* indicated its involvement in cytokinin and light signaling pathway (Naito, Kiba, Koizumi, Yamashino, & Mizuno, 2007). *GNC* and *CGA1* showed similar expression patterns and loss of function mutants displayed a similar phenotype with additive phenotypes observed in the *gnc cga1* double mutant (Manfield et al., 2007; Mara & Irish, 2008). These two GATA factors were reported to be involved in multiple processes and signaling pathways in *Arabidopsis*. For example, they function downstream of the floral homeotic genes controlling floral organogenesis (Mara & Irish, 2008) and act as downstream effectors of *HAN* in regulating floral organ specification (Zhang et al., 2013).

The most prominent functions of *GNC* and *CGA1* are revealed by the phenotypes of the *gnc cga1* double mutant which displays reduced chlorophyll, early flowering and early senescence (Bi et al., 2005; Chiang et al., 2012; Richter, Behringer, Müller, & Schwechheimer, 2010). Over‐expression of *GNC* or *CGA1* in *Arabidopsis* results in ectopic accumulation of chloroplasts even in epidermis and roots, where chloroplasts are usually not found (Chiang et al., 2012). In addition, the development of chloroplasts is enhanced in *GNC* or *CGA1* over‐expression lines even in the dark, which is the opposite to the lower number of chloroplasts observed in the *gnc cga1* double mutant (Chiang et al., 2012). Along with modifications in plant architecture, similar alterations in chlorophyll content and chloroplast number were also observed in rice *OsCGA1* transgenic lines (Hudson et al., 2013). In *Arabidopsis*,* GNC* and *CGA1* were identified to be involved in a cross‐regulation mechanism with *SOC1*, acting upstream of *SOC1* to control flowering time as well as greening. In turn, *GNC* and *CGA1* are also targets of *SOC1* in the response to cold stress (Richter, Bastakis, & Schwechheimer, 2013a).

Recent studies in *Arabidopsis* revealed that *GNC* and *CGA1* are integrated with hormone signaling pathways involving gibberellic acid (GA) and auxin (Richter, Behringer, Zourelidou, & Schwechheimer, 2013b; Richter et al., 2010). Over‐expression lines of *GNC* or *CGA1* resemble the phenotype observed in the GA signaling mutant *ga1*, and a mutation in *GNC* or *CGA1* is able to suppress the *ga1* phenotype, with additive suppression in the *gnc cga1* double mutant (Richter et al., 2010). *GNC* and *CGA1* were shown to function downstream from the DELLA protein and PIF transcription factors (Richter et al., 2010). In addition, an auxin response factor mutant, *arf2*, resembles the phenotype of *GNC* or *CGA1* over‐expressors and the *gnc cga1* double mutant could suppress the *arf2* phenotype (Richter et al., 2013b), indicating an integration of *GNC* and *CGA1* in the auxin signaling pathway. Furthermore, constitutive activation of GA signaling is able to suppress the *arf2* phenotype by repressing *GNC* and *CGA1*, which are downstream targets of *ARF2*. All these observations strongly indicate the convergent regulation of auxin and GA signals on *GNC* and *CGA1* (Richter et al., 2013b). Other recent studies of the *Arabidopsis* LLM‐domain‐containing class B‐GATA factors (B‐GATAs), including *GNC* and *CGA1*, revealed their further and partially redundant functions in greening, hypocotyl elongation, and cytokinin‐regulated development (Behringer, Bastakis, Ranftl, Mayer, & Schwechheimer, 2014; Ranftl, Bastakis, Klermund, & Schwechheimer, 2016). They have also been suggested to act downstream of light signaling pathways to promote stomatal development in hypocotyls (Klermund et al., 2016).

Despite the involvement of GNC and CGA1 in multiple processes and pathways affecting plant growth and development, the downstream target genes of these two GATA factors have been barely characterized. To further understand the multiple functions of the *Arabidopsis GNC* and *CGA1* genes in transcriptional regulation, we have identified their possible target genes using a ChIP‐sequencing (ChIP‐seq) approach. Our findings suggest that GNC and CGA1 are associated with complex genetic networks involved in the regulation of developmental processes. Further, we present evidence that GNC and CGA1 cross‐regulate each other which accounts for their overlapping and diverse physiological roles.

## 2 MATERIALS AND METHODS

### 2.1 Plant materials and growth conditions

The *Arabidopsis myc‐CGA1* and *myc‐GNC* overexpression lines with c‐myc epitope tag were previously reported (Hudson et al., 2011). T‐DNA insertion lines for *AtGNC* (SALK_001778) and *AtCGA1* (SALK_003995) were obtained from the *Arabidopsis* Biological Resource Center (Bi et al., 2005). The *gnc cga1* double mutant was generated by crossing the individual mutants.

*Arabidopsis* plants were planted in Sunshine LA4 soil mix (Sun Gro Horticulture Ltd.) and grown in growth chambers (22°C day/18°C night, 16 hr light/8 hr dark, 150 μmol m^−2^ s^−1^ light density, 60% humidity).

### 2.2 Transcriptional activity assay in protoplasts

The plasmid containing the GAL4‐LUC reporter and *35S::*GAL4BD‐VP16 constructs was requested from Dr. Shouyi Chen (Hao et al., 2011). To generate an empty construct and a *35S::*GAL4BD construct as negative controls, the *35S::*GAL4BD‐VP16 plasmid was digested by *Sac*I+*Sma*I and *Sal*I+*Kpn*I to remove the GAL4BD+VP16 or VP16, respectively, and followed by re‐ligation after filling‐in the overhangs. To generate the *35S::*GAL4BD‐AtGNC and *35S::*GAL4BD‐AtCGA1 constructs, the full‐length *GNC* and *CGA1* cDNAs were amplified from Col‐0 *Arabidopsis* wild‐type plants using the primer sets listed in the Table S2 and were cloned into the *Apa*I and *Kpn*I sites of the *35S::*GAL4BD vector. The renilla luciferase gene was amplified from pRL vector (Promega) and cloned into *Sma*I and *Not*I sites of pUC18 vector to generate the *35S::*RLUC construct as the internal control.

Protoplasts were isolated from *Arabidopsis* leaves according to a previously reported method (Wu et al., 2009). Protoplast transfection and the following luciferase assay were adapted from a previous protocol (Yoo, Cho, & Sheen, 2007) and the instructions for the Dual‐Luciferase^®^ Reporter Assay System (Promega). A total of 15 μg of plasmids containing the effector (6.9 μg), reporter (6.9 μg) and reference (1.2 μg) constructs were transfected with ~2 × 10^4^ protoplasts. Plasmids containing empty (or *35S::*GAL4BD), GAL4‐LUC and *35S::*RLUC constructs were used as negative controls. Plasmids containing *35S::*GAL4BD‐VP16, GAL4‐LUC, and *35S::*RLUC constructs were used as transactivation controls. Firefly and renilla luciferase intensity was quantified using Omega Luminometer (BGM Labtech) to calculate the relative LUC intensity.

### 2.3 ChIP‐seq

The *Arabidopsis myc‐CGA1* and *myc‐GNC* overexpression lines were used for the ChIP‐seq experiment. ChIP‐DNA was prepared from the leaves of 3‐week‐old *myc*‐tagged overexpression plants using the protocols described in (Gendrel, Lippman, Martienssen, & Colot, 2005). Briefly, freshly harvested leaves were cross‐linked in 1% formaldehyde under vacuum. The chromatin was extracted, sonicated (10% sonicated chromatin was saved as INPUT sample without incubating with anti‐*myc* antibody), and the DNA was immunoprecipitated by anti‐*myc* antibody (Millipore) as the IP sample. Both IP and INPUT DNA were purified, and over 15 ng of each DNA from two biological replicates of each genotype was sent for library construction and high‐throughput sequencing using a Hi‐Seq 2500 sequencer (Clinical Genomics Center, Mount Sinai Hospital, Toronto, Canada).

### 2.4 ChIP‐seq data analysis

Raw sequencing reads were trimmed, and then, all the reads were mapped to the *Arabidopsis* genome (TAIR 10 from https://www.Arabidopsis.org) using Bowtie2 software (Langmead & Salzberg, 2012) (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) under the default option except with ‐N 1 — no‐unal, which means the mapping process allows one mismatch between each read and the genome, and the final report does not include those reads, which are not mapped to the genome. Then multiple loci mapping reads were removed using the grep command by filtering out the reads with the tab of XS:i:, which only presents when a read matches multiple locations on the genome. Peak calling was performed using Model‐based Analysis for ChIP‐seq package MACS 1.4 (Zhang et al., 2008) (http://liulab.dfci.harvard.edu/MACS/index.html). Some default MACS options were adjusted: Effective genome size was set as 1.2e+8, which is the proximate *Arabidopsis* genome size; band width was optimized to make sure a well‐shaped peak shift model is generated and ‐w ‐S arguments were used to allow MACS program generating a single wiggle file including each chromosome for peak visualization. The *plotDistToTSS* function in the R package ChIPSeeker was used to plot the distance of the peaks around the transcription start site (TSS) (Yu, Wang, & He, 2015). Then, the .bed file generated by MACS was submitted to ChIPSeek, which integrates the HOMER package for peak annotation (Chen et al., 2014) (http://chipseek.cgu.edu.tw/index_show.py). The peak distribution was summarized based on the peak location, and only promoter‐related peaks were saved for further analysis. For motif analysis, each peak summit was extracted and ±250‐bp sequence around it was used for motif search in ChIPSeek. CIS‐BP database (http://cisbp.ccbr.utoronto.ca/index.php) was also retrieved for *cis*‐motifs of *Arabidopsis* GATA family (Weirauch et al., 2014). The R function “matchPattern” in the R package “BSgenome” (Pagès, 2016) was applied to identify all the GATA‐like motifs (GATA/C) in the complete *Arabidopsis* genome.

### 2.5 Gene ontology and pathway analysis

Gene ontology (GO) enrichment analysis was performed using agriGO (Du, Zhou, Ling, Zhang, & Su, 2010) (http://bioinfo.cau.edu.cn/agriGO/). The GO tool on the TAIR webpage (https://www.Arabidopsis.org/tools/bulk/go/index.jsp) was also used to functionally categorize the number of GNC‐ or CGA1‐associated genes to each GO term. Within each dataset, the relative abundance of genes associated with each GO term was compared to that in the whole genome and the enrichment or underrepresentation of each GO term was analyzed by calculating the *p*‐value using a hypergeometric test. Different pathway analysis was conducted using MapMan software (Thimm et al., 2004) (http://mapman.gabipd.org/web/guest/mapman).

### 2.6 ChIP‐qPCR analysis

The prepared ChIP‐DNA from *myc*‐AtGNC and *myc*‐AtCGA1 overexpression lines was applied for qPCR analysis using respective primers (Table S2). Primers were designed by Primer Express 3.0 (Applied Biosystems) around the peak summit of each gene based on the ChIP‐seq result. A pair of primers designed for the *Actin 7* promoter was used as negative control for ChIP‐qPCR. Anti‐IgG antibody was used independently in the ChIP‐DNA preparation and the resulting DNA served as a negative control for the ChIP assay. ChIP‐qPCR was performed in triplicate for each sample using PerfeCTa SYBR Green Fast Mix (Quanta Biosciences) on ABI 7300 Real‐Time PCR System (Applied Biosystems). The expression level was normalized against the INPUT sample, and fold enrichment was calculated and presented as % INPUT according to (Lin, Tirichine, & Bowler, 2012).

### 2.7 Gene expression analysis

Total RNA from three biological replicates of each sample was isolated using the Trizol Reagent (Life Technologies) according to the user manual. RNA was treated by DNase I (Promega), and then, 1 μg of DNA‐free total RNA was used for cDNA synthesis with qScript™ cDNA SuperMix (Quanta Biosciences) according to the manufacturer's instructions. The cDNA was diluted 10 times after the reverse transcription reaction, and 1 μl was used in real‐time PCR. Primers (Table S2) were designed using Primer Express 3.0 (Applied Biosystems), and real‐time PCR was performed using PerfeCta SYBR Green FastMix (Quanta Biosciences) on an ABI 7300 Real‐time PCR System (Applied Biosystems). PCRs were performed in triplicate for each biological replication. Expression levels were normalized against *Arabidopsis UBC21*, and relative expression was calculated using the 2^−ΔΔCt^ method (Livak & Schmittgen, 2001). All the expression data were presented as fold change value and were transformed to log2 values for statistical analysis.

### 2.8 Statistical analysis

Student's *t* test and one‐way ANOVA analyses were performed using the SPSS software (IBM), and the LSD method was used for multiple comparisons.

### 2.9 Accession numbers

Sequence data from this article can be found in the EMBL/GenBank data libraries under accession numbers: AT5G56860 (*AtGNC*), AT4G26150 (*AtCGA1*). Raw sequencing and processed ChIP‐seq data have been deposited to NCBI's GEO and can be found under the accession number: GSE97499.

## 3 RESULTS

### 3.1 *Arabidopsis* GNC and CGA1 function as transcription activators

To confirm the transcription activity of *Arabidopsis* GNC and CGA1, a dual‐luciferase reporter system was used in *Arabidopsis* protoplasts. As a positive control for transactivation, the transactivation domain of VP16 was fused to the GAL4 DNA‐binding domain (GAL4BD) under the control of the CaMV 35S promoter. The other effectors were modified based on the GAL4BD‐VP16 effector (Figure 1a). The expression of the firefly luciferase reporter gene (LUC) was driven by five copies of the GAL4 binding element with a minimal 35S (TATA box) promoter (Figure 1a). Expression of the renilla luciferase gene was driven by the 35S promoter as an internal control (Figure 1a). Compared to the empty and GAL4BD negative controls and the VP16 transactivation effector, GNC and CGA1 strongly activated the expression of the LUC reporter gene (Figure 1b), suggesting that *Arabidopsis* GNC and CGA1 function as transcription activators.

**Figure 1:**
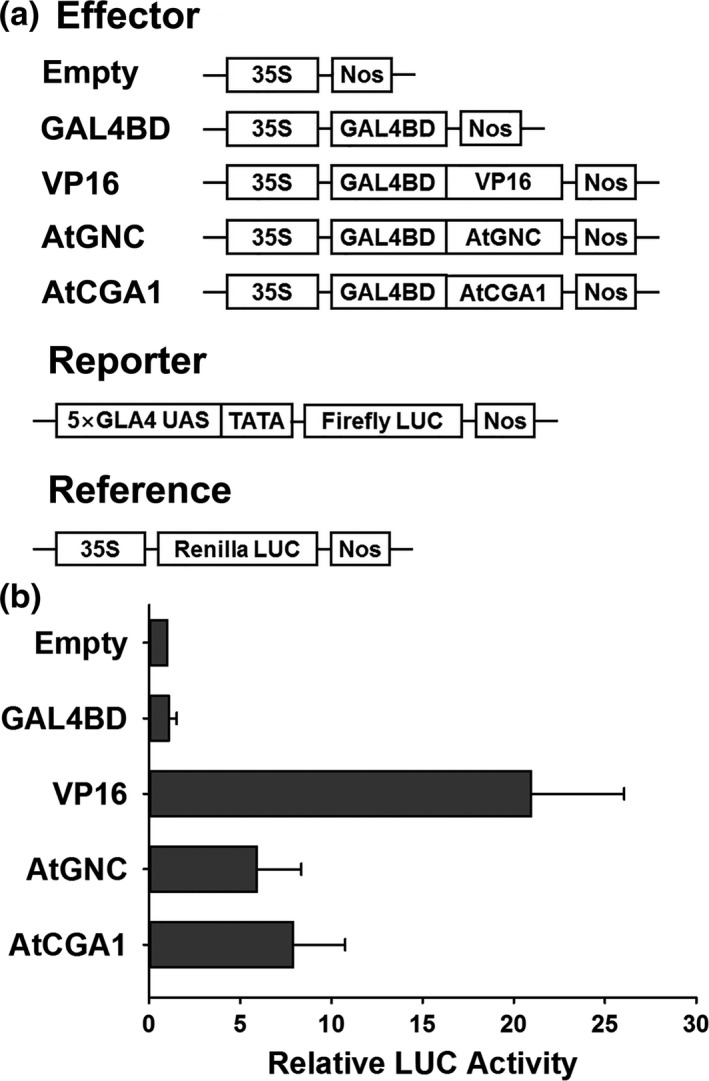
*Arabidopsis* GNC and CGA1 can function as transcriptional activators. (a) Scheme of the effector, reporter, and reference constructs used in the transactivation assay. (b) Relative firefly luciferase activity when reporter and reference constructs were co‐transfected with different effectors into *Arabidopsis* protoplasts

### 3.2 Determination of AtGNC and AtCGA1 binding sites by ChIP‐seq

To further understand the regulatory mechanism of GNC and CGA1 for multiple functions, a ChIP‐seq analysis was carried out to identify possible target genes of these two transcription factors in vivo. ChIP‐DNA as well as INPUT DNA from whole rosette leaves of *myc*‐AtGNC and *myc*‐AtCGA1 overexpression lines (two biological replicates) was used in this assay (Fig. S1). 

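The deposited data consisted of 4 peak lists, for replicates 1 and 2 of the myc-GNC line and replicates 1 and 2 of the myc-CGA1 line. According to the paper, each list was called from an IP library and an INPUT library of rosette leaves from 3-week-old plants, 8 libraries in all. The authors mapped the trimmed reads to TAIR10 and removed reads that matched more than 1 location before peak calling with MACS. For each peak the lists give an interval and a score, which is the MACS p-value of the IP against the INPUT on a −log10 scale multiplied by 10. The lowest score in the lists was 50. These scores were used only to describe, rank and filter peaks within a list. The lists hold no read counts, no summits and no fold enrichment, so the depth of the libraries was not known from them and the centre of each peak was used in place of its summit. Coordinates are those of the lists, counted from 1 on the TAIR10 chromosomes. Binding peaks were placed on the genes of the TAIR10.1 annotation, which has 37899 genes on the 5 nuclear chromosomes, of which 27444 encode proteins. Chance levels came from 10000 sets of random positions with the same number of positions on each chromosome, and p-values were two-sided empirical values unless another test is named.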

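MACS listed 5745 peaks for GNC replicate 1 and 5722 for GNC replicate 2. For CGA1, 2456 peaks were listed in replicate 1 and 2399 in replicate 2. All lay on the nuclear chromosomes except 1 peak in each GNC list, which lay on the chloroplast genome and was left out of the comparisons with genes. The median score was 65.3 and 65.6 for GNC and 62.9 and 62.5 for CGA1. A score of at least 100 was reached by 625 and 652 of the GNC peaks and by 197 and 200 of the CGA1 peaks. The GNC peaks covered 1.92% of the nuclear genome in both replicates, against 0.870% and 0.829% for CGA1. Chromosome 1 held 1482 and 1441 of the GNC peaks and 677 and 657 of the CGA1 peaks, the highest counts of the 5 chromosomes in every list.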

Model‐based Analysis of ChIP‐seq was used to identify the enriched GNC or CGA1 binding sites (Fig. S2).

The detected binding sites were annotated against the *Arabidopsis* TAIR 10 genome (Data S1). 

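The annotation used here is TAIR10.1, so the placement of the peaks was first compared with the part of Data S1 that was at hand, which held 1997 peaks of GNC replicate 1, 362 peaks of GNC replicate 2 and none of CGA1. In replicate 1, 1996 of the 1997 peaks had the same interval, score and peak number in the deposited list, and in replicate 2, 361 of the 362. The distance to the TSS in Data S1 was matched within 1 bp by a TSS of TAIR10.1 for 46.1% of the peaks of replicate 1 and 48.3% of those of replicate 2, and within 100 bp for 77.6% and 80.6%. Data S1 places 32.4% and 34.7% of these peaks in the promoter class, against 35.8% and 35.3% with TAIR10.1. The call of promoter or not promoter was the same for 92.1% and 92.8% of the peaks.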

Around 30% of all binding peaks for both genes distributed along the genome were highly enriched in the first 1 kb of the promoter region, which was the most enriched region compared with other genome locations (Figure 2a). 

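The centres of 2015 of 5744 nuclear peaks of GNC replicate 1 lay between 1 kb upstream and 100 bp downstream of a TSS, a promoter share of 35.1% (95% Wilson interval 33.9 to 36.3). In GNC replicate 2 the share was 35.6% (34.4 to 36.8). For CGA1 it was 36.6% (34.8 to 38.6) in replicate 1 and 37.8% (35.9 to 39.8) in replicate 2. These intervals cover counting error only. Of random positions, 32% fell in this window, the share of the nuclear chromosomes that it covers. The ratio to random positions was 1.1 and 1.11 for GNC (n = 5744 and n = 5721 peaks) and 1.15 and 1.18 for CGA1 (n = 2456 and n = 2399), each with p = 0.0002, the smallest value that 10000 sets can give. With random positions drawn within 50 kb of each peak, the ratios were 1.06, 1.07, 1.1 and 1.14. The setting that moved the share most was the restriction to protein-coding genes, with 30.1% for GNC and 32% for CGA1. Of random positions, 24.7% fell in the promoter windows of protein-coding genes, so the ratios were higher, 1.21 and 1.23 for GNC (n = 5744 and n = 5721) and 1.27 and 1.32 for CGA1 (n = 2456 and n = 2399), each with p = 0.0002.
With all annotated genes, the excess lay in the first 500 bp, which held 21.8% and 22.3% of the GNC peaks and 23.5% and 24.1% of the CGA1 peaks, against 19% of random positions. Between 500 bp and 1 kb upstream, the shares of 13.2% and 13.3% for GNC and 13.2% and 13.7% for CGA1 were not detectably above the 13.0% of random positions (unadjusted p from 0.343 to 0.831, adjusted p from 0.429 to 0.940 over 40 tests of 10 classes and 4 lists). The region around the transcription termination site (TTS) held 20.7% and 20.9% of the GNC peaks and 19.5% and 19.8% of the CGA1 peaks, against 19.7% of random positions. With protein-coding genes only, the ratios between 500 bp and 1 kb were 1.12 and 1.13 for GNC and 1.13 and 1.16 for CGA1 (adjusted p of 0.00480, 0.00675, 0.0581 and 0.0151 over 36 tests), and those around the TTS were 1.14, 1.16, 1.11 and 1.1. With all annotated genes, the ratio of the first 500 bp was 1.15 and 1.17 for GNC and 1.24 and 1.27 for CGA1. It was the highest of the classes in none of the lists, since first introns had 1.23, 1.28, 1.38 and 1.42 (adjusted p from 0.00436 to 0.0188) and 5′ UTRs had 1.29, 1.23, 1.5 and 1.27 (adjusted p from 0.0262 to 0.262). The 3′ UTRs had 0.983 and 0.987 for GNC and 1.64 and 1.27 for CGA1 (adjusted p of 0.00686 and 0.291 for CGA1). With protein-coding genes only, the first 500 bp had 1.27, 1.30, 1.36 and 1.43, against 1.25, 1.30, 1.42 and 1.45 for first introns, and had the highest ratio of all classes in GNC replicate 2 only. With all annotated genes, non-coding exons were the location with the lowest ratio to random positions, 0.413 and 0.417 for GNC and 0.225 and 0.230 for CGA1. The ease of mapping reads to these exons was not tested, so the low ratios cannot be read as avoidance by the factors.

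**Figure D1:**
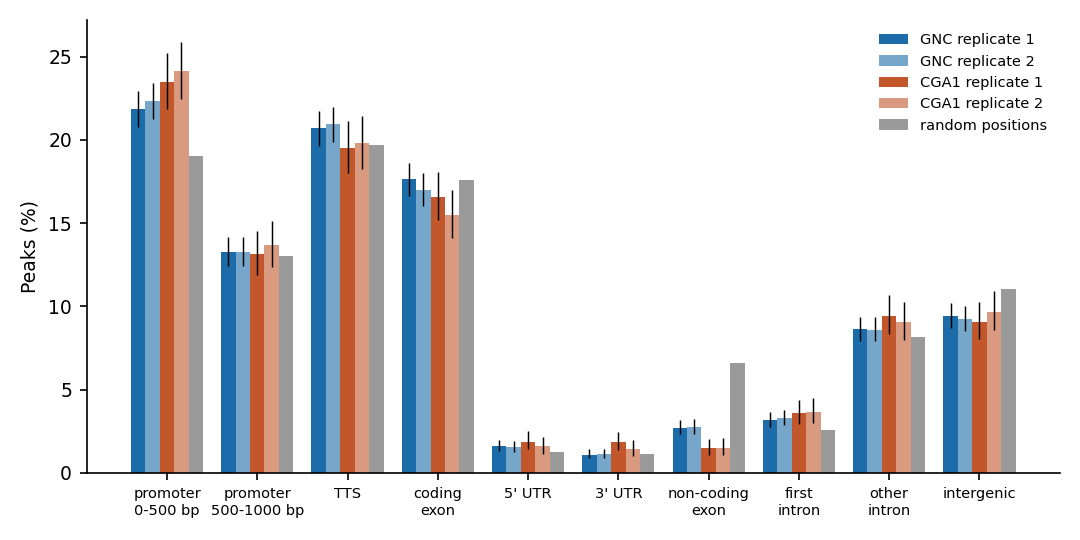
Share of nuclear binding peaks (%) whose centre lay in each location class, for the 4 peak lists with 95% Wilson intervals, and the share of random positions in grey. The bars of the promoter within 500 bp lie above the 19% of random positions in all 4 lists. Those of non-coding exons lie below the grey bar of their own class, at 6.57%.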

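The distance from the centre of each peak to the nearest TSS was between 0 and 200 bp upstream for 468 of 5744 peaks of GNC replicate 1, or 8.15%. The share was 8.27% in GNC replicate 2, 8.18% in CGA1 replicate 1 and 8.09% in CGA1 replicate 2, against 6.59% of random positions. The ratios to random positions were 1.24, 1.26, 1.24 and 1.23, with p = 0.0002 for both GNC lists (n = 5744 and n = 5721 peaks), the smallest value the sets can give, and p = 0.0026 and 0.0030 for CGA1 (n = 2456 and n = 2399). In the 100 bp directly upstream of the TSS, 258 centres of GNC replicate 1 were counted, 1.12 times the mean of the bins on either side. The ratio was 1.09 in CGA1 replicate 1. The 100 bp directly downstream held 251 and 254 centres for GNC and 130 and 134 for CGA1. Random positions gave 211 and 210 for GNC and 90.0 and 87.9 for CGA1, so the excess was not confined to the upstream side. Peaks that spanned a TSS made up 16.3% of the list of GNC replicate 1 and 18.4% of that of CGA1 replicate 1. The largest change came from an alternative chosen after the data had been seen, in which the distance was measured from the nearest peak edge and set to 0 for peaks over a TSS. The share within 200 bp was then 22.0% for GNC and 24.3% for CGA1.

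**Figure D2:**
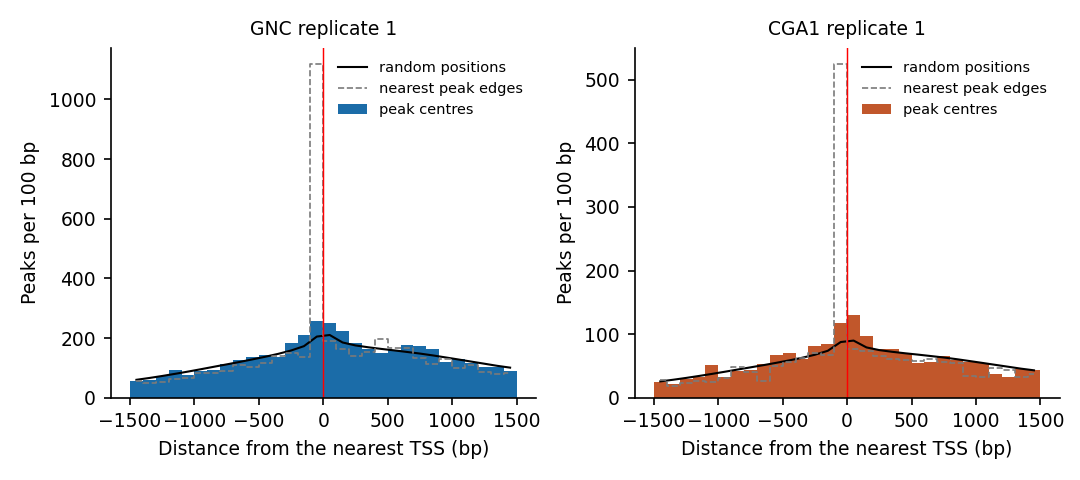
Number of binding peaks per 100 bp against the distance (bp) from the nearest TSS for replicate 1 of GNC and of CGA1, with peak centres as bars, random positions as a black line and nearest peak edges as a dashed line. The bin directly upstream of the TSS holds 258 centres and 1117 nearest edges for GNC.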

Further analysis of the binding peaks around the transcription start site (TSS) revealed that the binding sites are mainly enriched in the first 200 bp directly upstream of the TSS in the promoter regions (Figure 2b; Fig. S1d). 

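The GNC and CGA1 peaks were compared in their location and in their density along the chromosomes. Among peaks found in both replicates, the promoter share was 35.7% for GNC and 38.2% for CGA1 (two-sided permutation test with 10000 permutations of the line, p = 0.0591). The share in the first 200 bp upstream of the TSS was 8.28% and 8.39% (the same permutation test, p = 0.888). These tests belonged to 18 comparisons between the lines, chosen after the data had been seen, of which 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05. The line was permuted over peaks or genes, so the p-values do not measure variation between samples. The number of peaks in 240 bins of 500 kb had a Spearman correlation of 0.524 between GNC and CGA1 in replicate 1 and 0.510 in replicate 2. The bins belong to the same libraries and are not independent replicates.

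**Figure D3:**
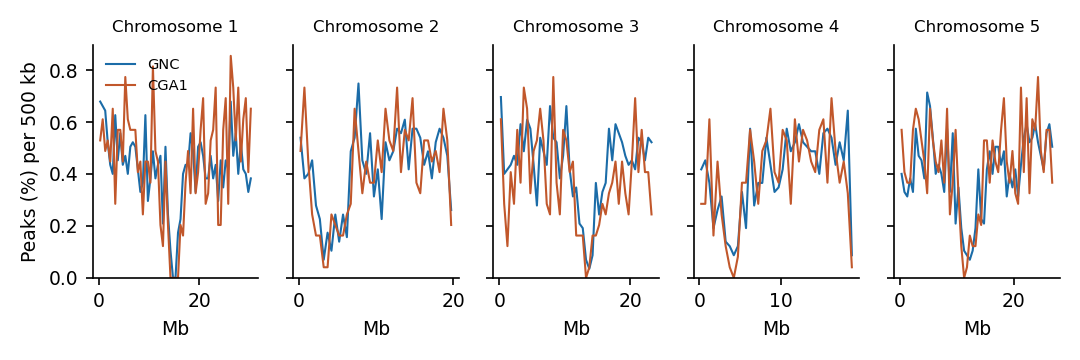
Share of the nuclear binding peaks (%) in each bin of 500 kb along the 5 chromosomes (Mb), for GNC replicate 1 in blue and CGA1 replicate 1 in orange. Both lines fall towards 0 in a central stretch of chromosome 1 and follow each other along the other chromosomes.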

The binding profiles of GNC and CGA1 also showed similar distribution on the genome (Figure 2a,b). 

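The genes of Fig. 2c were looked up in the 4 lists. At AT3G17100, both CGA1 lists had a peak on chromosome 3 with scores of 141 and 139, whose centres lay 746 and 744 bp upstream of the TSS and closer to the TSS of the neighbouring AT3G03445. The peaks at AT4G05530 had scores of 134 and 126 in the CGA1 lists, with centres 89 and 87 bp downstream of the TSS. Neither gene had a GNC peak in its promoter. At AT5G48390, both GNC lists held the same interval, on chromosome 5 from 19611382 to 19611782, with a score of 170.83 and a centre 438 bp upstream of the TSS. AT2G02860 had a GNC peak with scores of 153 and 149 centred 79 bp downstream of the TSS and a weaker peak with scores of 52.6 and 52.8 centred 728 bp upstream. CRF2 (AT4G23750) had peaks in the promoter in all 4 lists. The GNC peak, with scores of 94.0 and 69.5, was centred 203 bp upstream of the TSS, and the CGA1 peak, with scores of 62.1 and 62.5, was centred 693 and 695 bp upstream. AT2G35380 had peaks in all 4 lists as well, but their centres lay 247 bp downstream of the TSS for GNC and 209 and 207 bp downstream for CGA1, outside the window of the promoter. Their scores were 58.8 and 61.1 for GNC and 111 and 236 for CGA1.
The promoter peaks with the highest mean score were ranked in each line. In GNC the highest lay on chromosome 2 from 9609 to 10328, with scores of 556 and 646, near ribosomal RNA genes. It covered a gene for an uncharacterized RNA, AT2G00340. It was centred 120 bp downstream of the TSS of AT2G00340, in the promoter window of another gene. It was followed by a peak on chromosome 1 from 14040512 to 14040697, upstream of AT1G37010, with a score of 239.11 in both lists, and by a peak on chromosome 3 from 8409870 to 8410607, at AT3G23450, with a score of 211.62 in both lists. In CGA1 the highest promoter peak overlapped that of GNC on chromosome 2, with scores of 318 and 611. It was followed by a peak at AT1G16810 on chromosome 1 from 5755812 to 5756750, with scores of 204 and 282, and by the peak at SOC1. The peak at AT1G16810 was centred 664 bp downstream of its TSS, in the promoter window of another gene.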

For both transcription factors, the representative binding peaks located in the promoter region of target genes with different fold enrichment (FE) against INPUT are shown in Figure 2c. All the binding profiles were consistent with the fact that GNC and CGA1 function as transcription factors.

**Figure 2:**
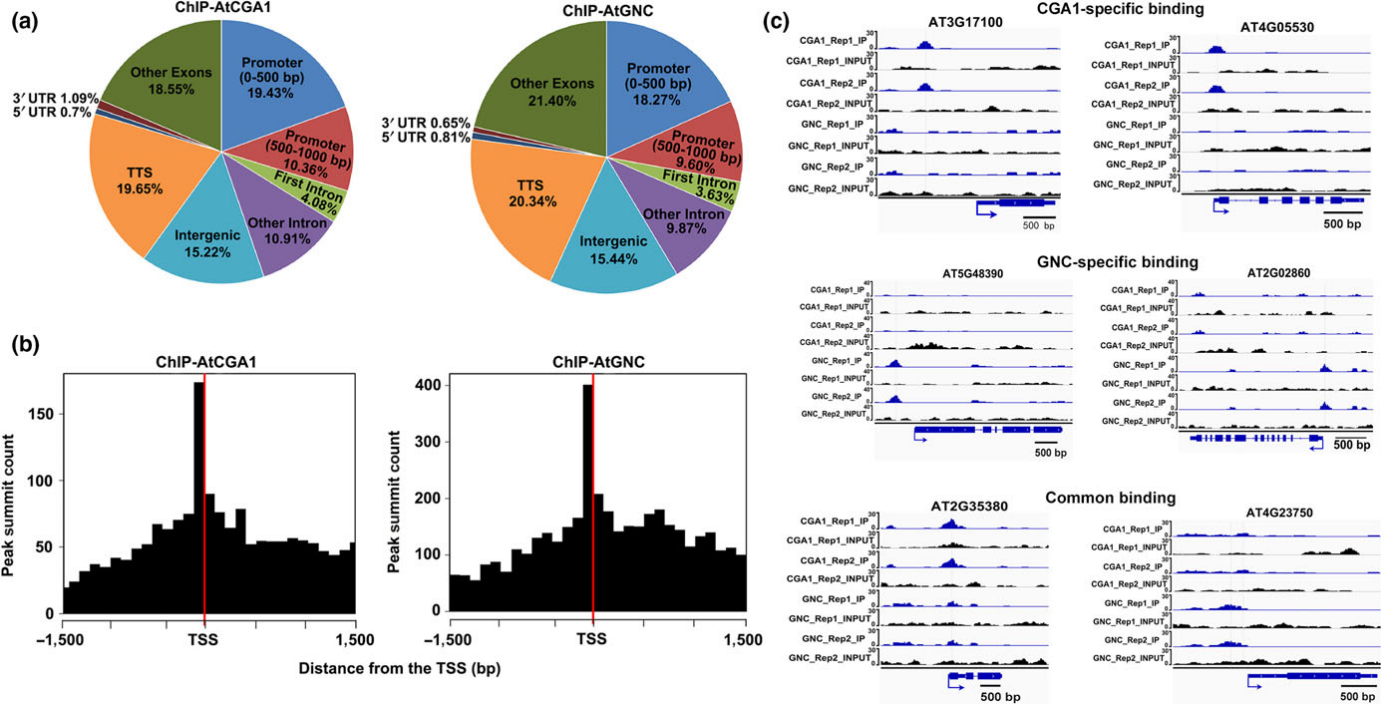
Genomewide binding sites of *Arabidopsis* GNC and CGA1. (a) Distribution of GNC and CGA1 binding sites. (b) GNC and CGA1 binding sites are highly enriched in the first 200 bp of the promoter region upstream of the transcription start site (TSS). (c) Representative peaks related to CGA1‐specific binding, GNC‐specific binding, and CGA1 and GNC common binding

### 3.3 Identification of GNC‐ or CGA1‐associated genes reveals that these two transcription factors are cross‐regulated

According to the criteria of the peak annotation program, genes that had binding peaks within the positions −1 kb to +100 bp from the TSS were considered as GNA or CGA1 binding‐associated genes and were selected for further analysis. 

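Each peak with its centre in this window was assigned to the gene with the nearest TSS. This gave 1981 genes for GNC replicate 1, 1998 for GNC replicate 2, 894 for CGA1 replicate 1 and 899 for CGA1 replicate 2. When every gene whose window held the peak centre was counted, the numbers were 2295, 2350, 1042 and 1040. With a window from 500 bp upstream to 100 bp downstream, they were 1248, 1269, 576 and 577. Of the genes found in both replicates of GNC, 82.2% encode proteins and 8.83% are long non-coding RNAs.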

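Of the genes to which a promoter peak was assigned, 1665 were found in both GNC lists, 83.7% of the mean number per list. In both CGA1 lists 728 were found, or 81.2%. An assigned gene can have the peak outside its own window and within that of a neighbour, as PTAC7 and ARR6 did. At the level of peaks, 82.4% of the peaks of GNC replicate 1 overlapped a peak of replicate 2 by at least 1 bp, and 78.1% of the peaks of CGA1 replicate 1 overlapped a peak of replicate 2. Random positions overlapped at shares of 3.79% and 1.68%, and p was 0.0020 in both lines, the smallest value that 1000 sets can give. Peaks of GNC replicate 1 that were absent from replicate 2 numbered 1010 and had a median score of 54.7, against 69.5 for those that were present. The score moved the gene overlap most, since with scores of at least 100 it was 73.6% for GNC and 70.9% for CGA1.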

Within the binding profiles of the two replicates of GNC or CGA1 ChIP‐seq datasets, a high percentage of overlapping genes (around 80%) were found (Figure 3a). This indicated that the quality of the data generated from the biological replicates were representative, which was further validated by chromatin immunoprecipitation quantitative PCR (ChIP‐qPCR) to quantify nine random selected genes present in both of the GNC and CGA1 ChIP‐seq datasets (Fig. S3). 

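The edges of the overlapping peaks were compared between the replicates. All 4734 overlapping peaks of the GNC lists had identical start and end positions, while 545 of them also had the same score. Of 1918 overlapping peaks of CGA1, 891 had both edges identical, and in 1771 (92.3%) each edge differed by 0 or by 4 bp. Between the lines, where the libraries differ by design, 0 of the 145 overlapping peaks of GNC replicate 1 and CGA1 replicate 1 shared an edge, and median edge distances were 192 and 204 bp. Because the intervals of the replicates coincided in this way, the lists of a line were counted as 1 sample in every comparison, no spread between replicates was derived from them, and a result past a threshold in both lists was not taken as independent replication.
The 9 genes tested in Fig. S3 were looked up in the lists. Promoter peaks of both GNC and CGA1 were found at AT2G40840, AT3G27090, AT3G56060 and AT3G58190, with scores from 60.7 to 96.8 in the 4 lists. AT1G18330 and AT1G65360 had promoter peaks of GNC only, and AT3G26210 of CGA1 only. At AT4G36710, CGA1 had a peak with scores of 123 and 124 centred 802 and 804 bp upstream of the TSS, and GNC had a peak with scores of 81.6 and 106 centred 101 bp downstream, just outside the window. AT4G01430 had a GNC peak with scores of 72.1 and 68.3 in its coding sequence, centred 260 bp downstream of the TSS. Some of the amplicons did not overlap the peak at their gene. The GNC peak lay 675 bp from the amplicon at AT1G65360, 537 bp at AT4G36710 and 925 bp at AT4G01430, and the CGA1 peak lay 522 and 526 bp from it at AT3G27090. No peak was found at Actin7, the negative control, where the nearest lay 21914 bp from the amplicon.

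**Figure D4:**
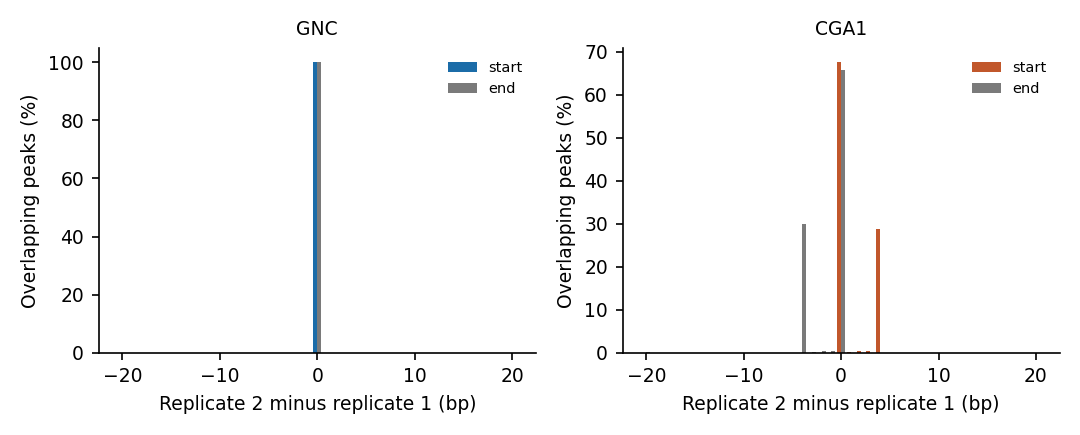
Share of overlapping binding peaks (%) against the difference between replicate 2 and replicate 1 in the start and the end position (bp), for GNC and CGA1. For GNC all differences are 0 bp, and for CGA1 most of the remaining starts (28.8% of all) lie 4 bp later and most of the remaining ends (29.9%) 4 bp earlier in replicate 2.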

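The genes assigned in both replicates were compared with the lists of Data S2, which hold 1474 different locus numbers for GNC and 637 for CGA1. For GNC, 1314 of the 1474 (89.1%) were among the genes found here, and 351 of the genes found here were not in Data S2. For CGA1, 553 of 637 (86.8%) were found, and 175 genes found here were not in Data S2. With protein-coding genes only, 1418 genes were found in both GNC lists and 627 in both CGA1 lists, and the share of Data S2 found fell to 81.8% and 82.7%.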

The overlapped genes between the replicates of GNC or CGA1 binding profiles, 1475 and 638, respectively, were designated as GNC‐ or CGA1‐associated genes and were used for further functional analysis (Figure 3a; Data S2). It was surprising to find a very low percentage of overlap between GNC‐ and CGA1‐associated genes (Figure 3a; Data S2). 

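Among the GNC- and CGA1-associated genes found here, 44 were shared, which was 2.64% of the GNC genes and 6.04% of the CGA1 genes (95% Wilson interval 4.53 to 8.02). By chance, 32 shared genes would occur among all 37899 genes, so the observed number was 1.38 times the expected (Fisher's exact test, two-sided, p = 0.0351). When random positions within promoter windows took the place of the CGA1 peaks, the expected number was 35.2 and the ratio 1.25, with an empirical p of 0.146. Whether the number exceeded chance thus depended on the background. The paper's Data S2 has 47 shared genes, of which 31 were among the 44. At the level of peaks found in both replicates, 99 CGA1 peaks overlapped a GNC peak (n = 1918 CGA1 peaks), against 62.1 at random positions, a ratio of 1.59 with p = 0.0020. Random positions within 50 kb of each peak gave a ratio of 1.41 with p = 0.00599 (n = 1918). Of these 99 regions, 39 lay in promoter windows. Their GNC and CGA1 scores had a Spearman correlation of −0.122 across regions (p = 0.229), and the regions are not independent replicates.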

Due to the fact that these two transcription factors share a high percentage (~70%) of co‐expressed genes according to the ATTED‐II database (Aoki, Okamura, Tadaka, Kinoshita, & Obayashi, 2016) (Data S6), we propose that GNC and CGA1 could be cross‐regulated. 

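Data S6 lists 1410 genes as co-expressed with both factors, of which 1409 were found in the annotation. The GNC-associated genes held 84 of them, 1.36 times the 61.9 expected by chance (Fisher's exact test, two-sided, p = 0.00526, adjusted p = 0.0105 over both lines). Among the CGA1-associated genes there were 35, 1.29 times the expected 27.1 (the same exact test, p = 0.114, adjusted p = 0.114). A single co-expressed gene was in both gene lists, and 1291 were in neither. With protein-coding genes only, the ratios were lower, 1.28 for GNC (the same exact test, adjusted p = 0.0313) and 1.09 for CGA1 (adjusted p = 0.582).
At the loci of the factors themselves, no list had a peak centred in the promoter of GNC (AT5G56860, chromosome 5 from 22989216 to 22991530) or of CGA1 (AT4G26150, chromosome 4 from 13253084 to 13255106). Both GNC lists had a peak in CGA1, from 13253225 to 13253947, with scores of 74.9 and 82.0 and its centre in the coding sequence 502 bp downstream of the TSS. Within GNC, replicate 1 of GNC had a peak from 22990600 to 22991015, with a score of 52.6 and its centre in the first intron, and replicate 2 had none. CGA1 lists had no peak in either locus. From the low gene overlap and the co-expressed genes, the paper proposes that the factors could be cross-regulated, and it turns to ChIP-qPCR to test this.

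**Figure D5:**
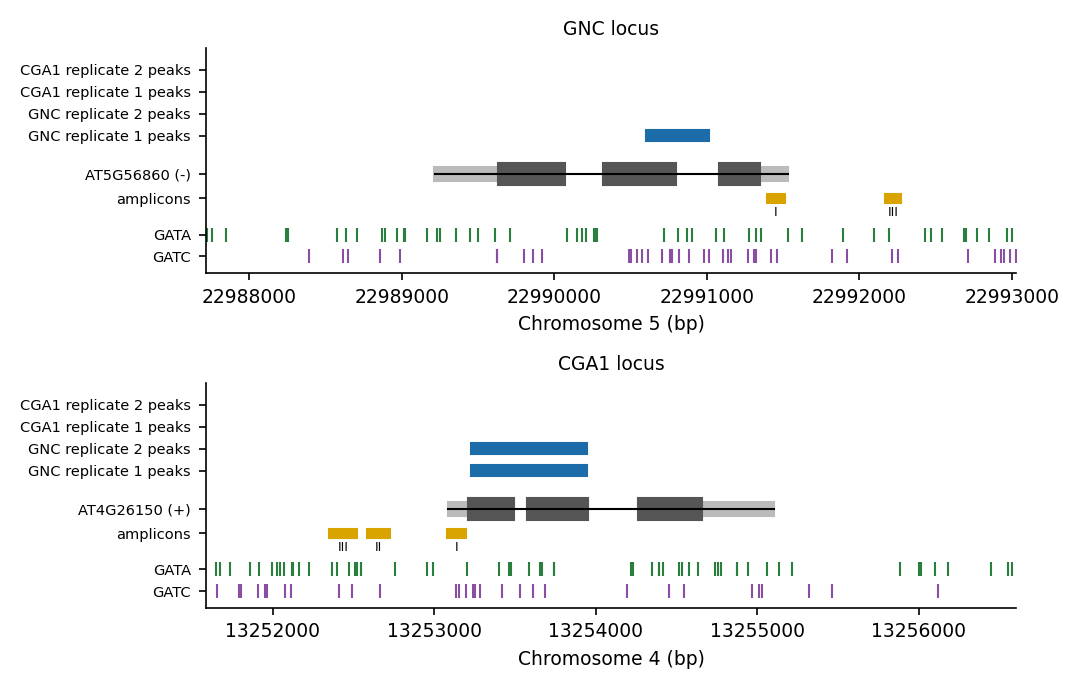
Map of the GNC locus on chromosome 5 and the CGA1 locus on chromosome 4 (bp), with exons in grey, coding sequence in dark grey, the peaks of the 4 lists as coloured boxes, qPCR amplicons I to III in yellow where their primers matched the genome, and GATA and GATC sequences as ticks. The GNC peak at CGA1 lies within the gene, downstream of the amplicons.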

Primers were designed for three regions of the GNC and CGA1 promoter regions (1 kb upstream of the TSS) harboring multiple GATA/C‐like motifs. The results of the ChIP‐qPCR confirmed our hypothesis that GNC can bind the promoter of *CGA1* (Figure 3b) and that CGA1 can also bind the promoter of *GNC* (Figure 3c). Expression analysis revealed that CGA1 was up‐regulated about 10‐fold in the *gnc* mutant (Fig. S8a) and GNC was up‐regulated about 1.6‐fold in the *cga1* mutant (Fig. S8b), suggesting the existence of a more complex compensation mechanism between GNC and CGA1 in regulating gene expression.

**Figure 3:**
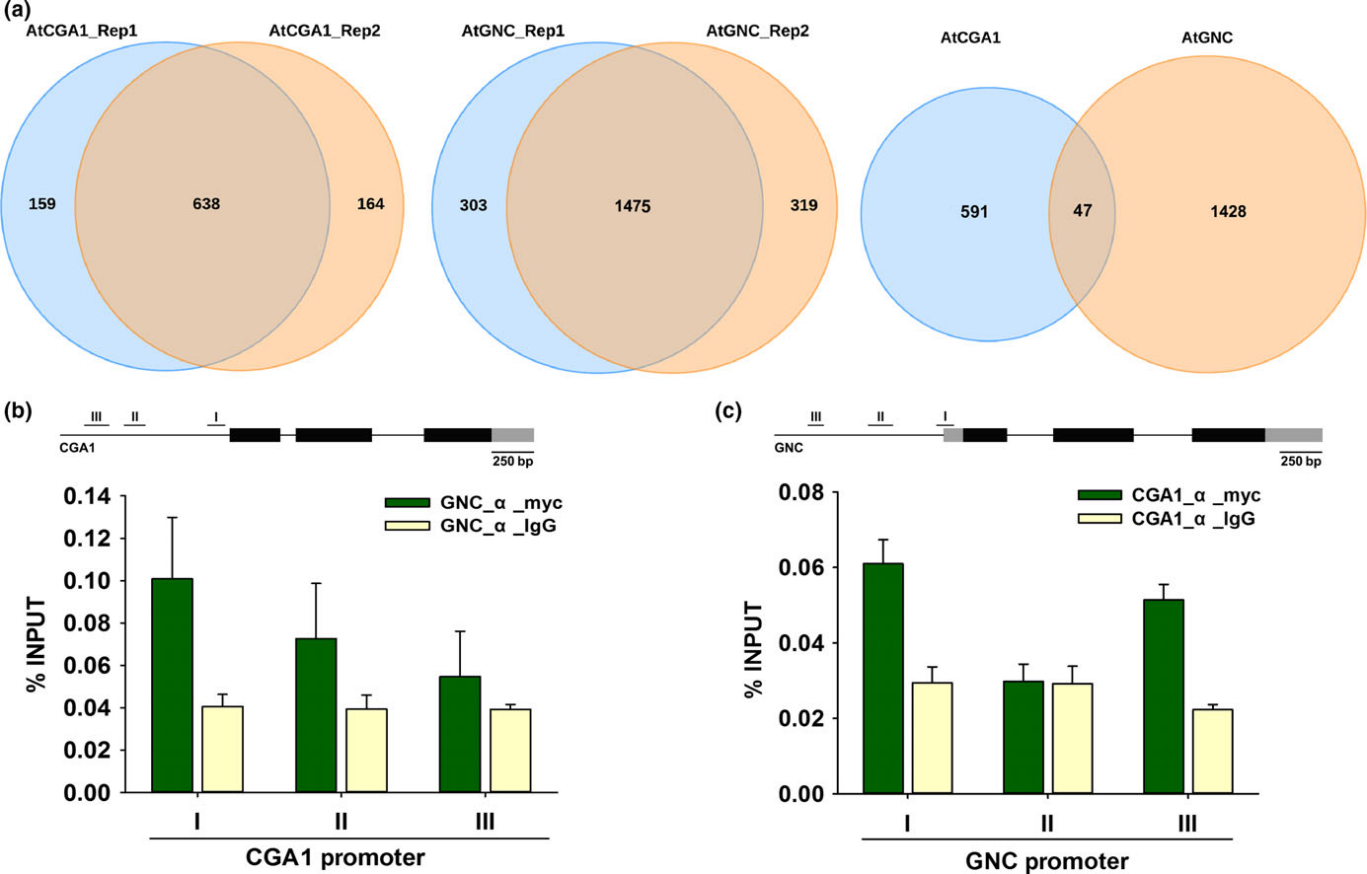
GNC and CGA1 are cross‐regulated. (a) The overlapping genes between the two replicates of GNC or CGA1 binding peaks were considered as the binding‐associated genes, which were used to identify the shared targets between GNC and CGA1. (b) Structure of the *CGA1* gene within the 1 kb promoter and ChIP‐qPCR confirmed the binding of GNC on different regions of the *CGA1* promoter. I, II, and III were three qPCR amplification regions. Data represented mean ± SD (*n* = 3). (c) Structure of the *GNC* gene within 1 kb promoter and ChIP‐qPCR confirmed the binding of CGA1 at different regions of the *GNC* promoter. I, II, and III were the three qPCR amplification regions. Data represented mean ± SD (*n* = 3)

### 3.4 Identification of GNC and CGA1 binding Motifs

To investigate the binding motifs for GNC and CGA1, the ±250‐bp sequence flanking the ChIP‐seq peak summits was extracted and used as input data for motif search with the ChIPSeek program. Common or similar motifs present in both GNC and CGA1 binding peaks were identified as binding motifs for these two transcription factors. Similar GATA/C‐like motifs to those previously reported for GATA factors (Lowry & Atchley, 2000; Weirauch et al., 2014) were also enriched in the binding peaks for GNC and CGA1 (Figure 4a). However, the GATA/C‐like motifs were not highly represented compared to other motifs also found in this analysis (Figure 4), probably because the frequency of the presence of the GATA and GATC sequences, in the whole genome, occurs every 288 bp and 274 bp, respectively (Table S1). 

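The GATA/C-like sequences of Fig. 4a were counted within 250 bp on each side of the peak centres, on either strand, and compared with 10 random windows per peak matched on location and GC content. GATA occurred in 98.3% and 98.4% of the GNC windows and in 98.5% and 98.2% of the CGA1 windows, against 98.0% to 98.2% of the matched windows. The ratios were 1.00 in all 4 lists, with adjusted p from 0.349 to 1 (Fisher's exact test, two-sided, Benjamini-Hochberg adjustment over 10 motifs and 4 lists). GATC occurred in 80.0%, 80.1%, 79.2% and 80.1% of the windows, with ratios from 1.00 to 1.02. For the GATA consensus WGATAR the ratios were from 0.993 to 1.01. CGATAA, a longer sequence with room to differ, occurred in 16.1% and 16.3% of the GNC windows (ratios 1.04 and 1.04) and in 15.8% and 16.7% of the CGA1 windows (0.994 and 1.08). GATCA had ratios from 0.988 to 1.01. None of these 5 sequences passed an adjusted or unadjusted p of 0.05 in any list. A share near 98% leaves a 4-base sequence little room to rise, so an alternative chosen after the data had been seen counted mean occurrences per window. GATA then occurred 4.41 and 4.39 times per GNC window, with ratios of 1.01 and 0.998, and 4.53 times per CGA1 window in both lists, with ratios of 1.02 and 1.02.

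**Figure D6:**
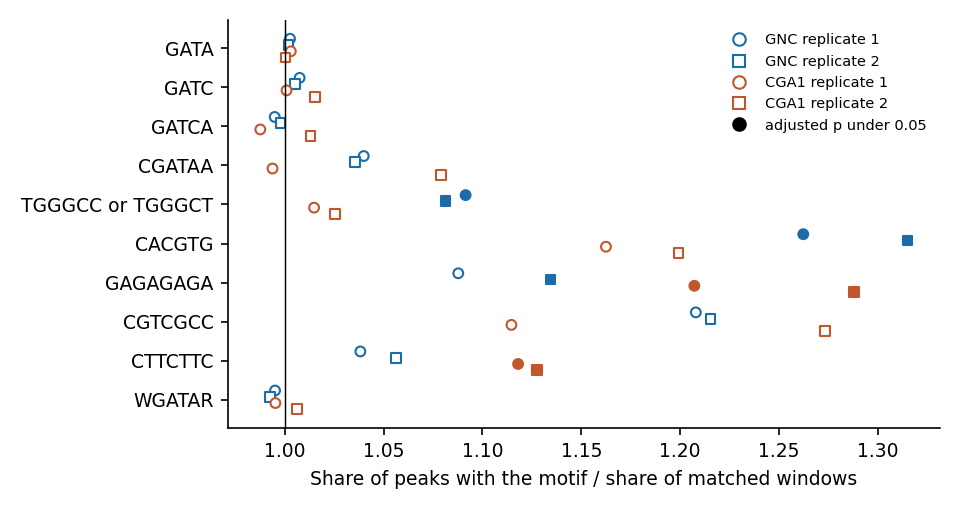
Share of binding peaks with each motif divided by its share in matched windows (ratio, x axis), for the 4 peak lists. Filled symbols have an adjusted p under 0.05, and the GATA/C-like sequences lie near 1 while CACGTG reaches 1.31 in GNC.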

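On the 5 nuclear chromosomes of the reference, 119146348 bp in all, GATA was counted 521814 times, TATC 521456 times and GATC 432955 times. This is 1 GATA per 228 bp and 1 GATC per 275 bp on a given strand, and a GATA on either strand per 114 bp. With both organelle genomes the counts were 524084, 523759 and 435335. Among all 136 4-base sequences, with each counted together with its reverse complement and ranked by ratio to the matched windows, GATA held places 45, 70, 26 and 23 in mean occurrences in the 4 lists in the order GNC replicates 1 and 2 and CGA1 replicates 1 and 2. GATC held places 59, 37, 42 and 11.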

Information about DNA‐binding motifs for most members of the *Arabidopsis* GATA family (Weirauch et al., 2014) was also gathered from the CIS‐BP database. Direct evidence from the protein binding microarray assay revealed binding motifs for almost half of the *Arabidopsis* GATA factors (Fig. S4a), whereas the binding motifs for other members were inferred based on the identity of the DNA‐binding domain (DBD) (Fig. S4b). The analysis showed that the binding motif for GNC and CGA1 is likely to be similar to that of GATA15 (Fig. S4).

**Figure 4:**
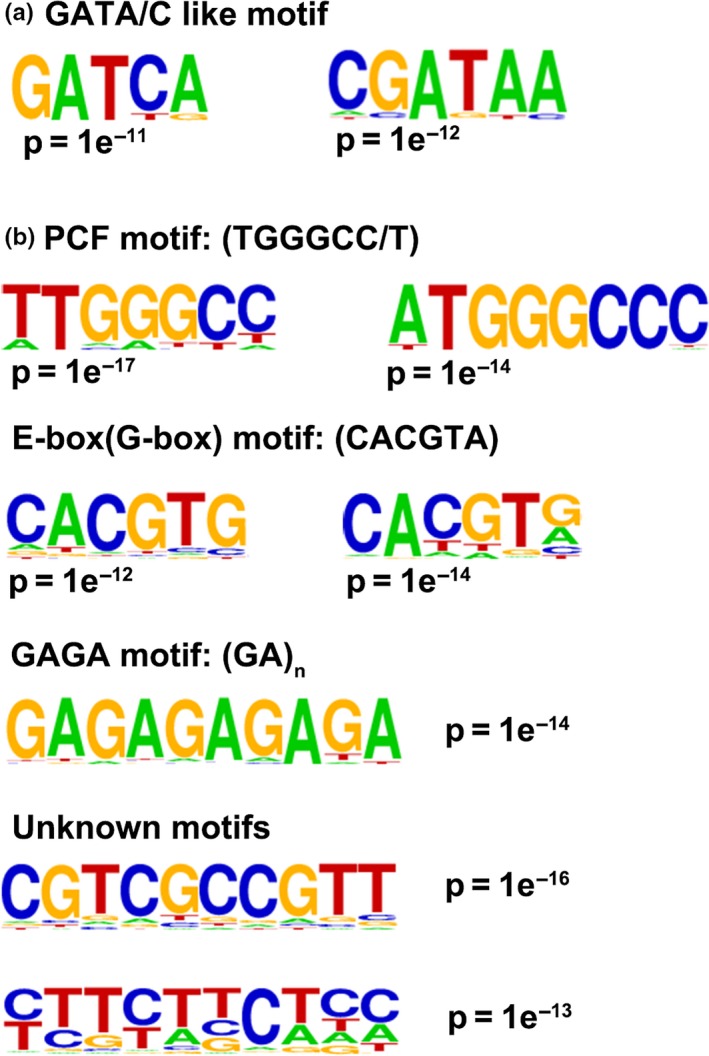
*cis*‐motifs enriched in the GNC and CGA1 binding peaks. (a) GATA/C‐like motifs enriched in the GNC and CGA1 binding peaks. (b) Non‐GATA/C‐like motifs enriched in the GNC and CGA1 binding peaks

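The other sequences of Fig. 4b were tested in the same windows with Fisher's exact test, two-sided, and n is the number of peaks. CACGTG, the G-box form of the E-box, occurred in 6.74% and 6.73% of the GNC peaks, 1.26 and 1.31 times its share in matched windows (n = 5744 and n = 5721, adjusted p = 3.02e-04 and 1.9e-05). In CGA1 the ratios were 1.16 and 1.20 (n = 2456 and n = 2399, adjusted p = 0.190 and 0.112). The PCF sequence, TGGGCC or TGGGCT, had ratios of 1.09 and 1.08 in GNC (exact test, adjusted p = 0.0238 and 0.0423) and of 1.01 and 1.03 in CGA1 (adjusted p = 0.837 and 0.732). GAGAGAGA occurred in 9.89% and 10.5% of the CGA1 peaks, with ratios of 1.21 and 1.29 (exact test, adjusted p = 0.0264 and 0.00165), and its ratios in GNC were 1.09 and 1.13 (adjusted p = 0.190 and 0.0291). CTTCTTC had ratios of 1.12 and 1.13 in CGA1 (exact test, adjusted p = 0.00815 and 0.00529) and of 1.04 and 1.06 in GNC (adjusted p = 0.243 and 0.0665). For CGTCGCC, found in at most 1.84% of the peaks of a list, the adjusted p was from 0.190 to 0.661. Each line thus had 2 of the 10 motifs past the threshold in both of its lists. The lines were not shown to differ for any of these motifs (two-sided permutation tests of the line over peaks found in both replicates, the smallest p being 0.0578 for the PCF sequence). The peaks of a line come from 1 sample, so these p-values do not measure variation between samples. In peaks with a score of at least 100, 0 motifs had an adjusted or an unadjusted p under 0.05 in both lists of either line.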

Several other non‐GATA/C motifs were also identified in the ChIP binding peaks, such as PCF, E‐box, and GAGA motifs as well as other unknown motifs, implying that there may be multiple transcription factors involved in regulating these genes (Figure 4b). In this regard, transcription factors were also highly enriched among the GNC‐ and CGA1‐associated genes, such as PCF motif‐binding TCP factors as well as E‐box motif‐binding bHLH factors (Data S2 and S5). This suggests that GNC and CGA1 regulate the expression of these transcription factors which concurs with the fact that the *protein binding* and *transcription factor activity* in the GO analysis were overrepresented among the GNC‐ and CGA1‐associated genes (Figures 5, S5).

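Genes described as transcription factors in the annotation made up 84 of the 1665 GNC-associated genes, or 5.05% (95% Wilson interval 4.09 to 6.20), and 44 of the 728 CGA1-associated genes, or 6.04% (4.53 to 8.02). All genes together held 4.26%. The ratio was 1.19 for GNC (Fisher's exact test, two-sided, p = 0.106, adjusted p = 0.199 over 5 gene sets and both lines) and 1.42 for CGA1 (p = 0.0201, adjusted p = 0.101). TCP factors were 2 of the GNC-associated and 2 of the CGA1-associated genes among 16 found in this set (ratios 2.85 and 6.51, exact test, p = 0.154 and 0.0370, adjusted p = 0.617 and 0.296 over 8 families and both lines). bHLH factors were 8 and 5 of 134 (ratios 1.36 and 1.94, p = 0.392 and 0.117). The families were chosen after the gene lists had been seen and were counted only within the set of described transcription factors, which does not hold every member.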

**Figure 5:**
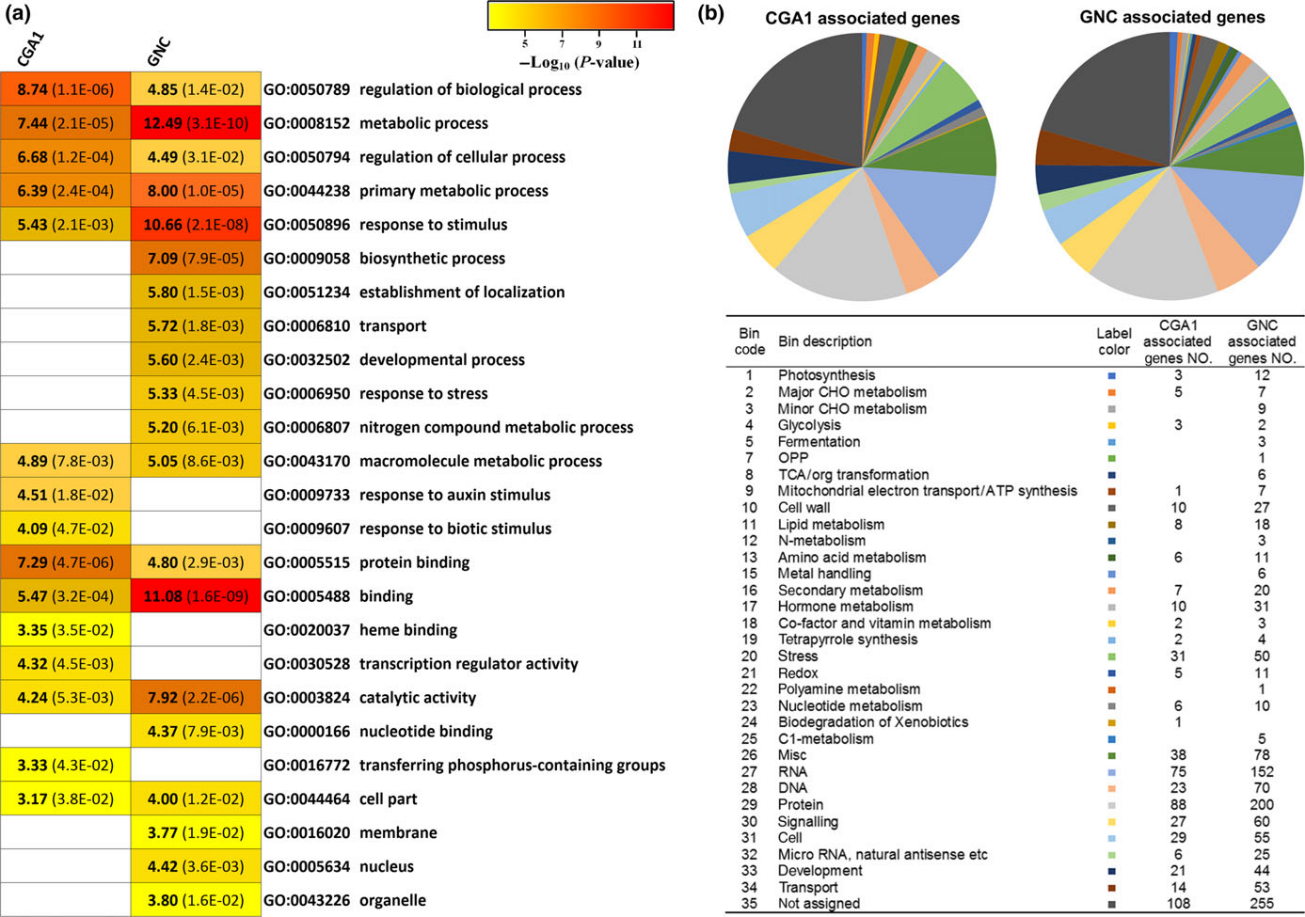
Functional characterization of GNC‐ and CGA1‐associated genes. (a) GO terms enriched in the GNC‐ and/or CGA1‐associated genes. (b) Pathway analysis showed the number of GNC‐ and CGA1‐associated genes in different biological processes and pathways

### 3.5 Common and specific roles of GNC and CGA1 in regulating various processes of plant growth and development

To further understand the involvement of GNC and CGA1 in *Arabidopsis* growth and development, functional analysis for the GNC‐ and CGA1‐associated genes was performed. Gene ontology (GO) and function classification revealed that GNC and CGA1 regulate multiple processes of plant growth and development (Figure 5). GO terms enriched for GNC or CGA1 putative targets exhibited common and specific functions. For example, protein binding (GO:0005515) was enriched in both GNC‐ and CGA1‐associated genes whereas nitrogen compound metabolic process (GO:0006807) was only enriched in GNC but not in CGA1‐associated genes (Figure 5a), indicating that GNC role is probably more specific than CGA1 in nitrogen metabolism, which is consistent with its known function (Bi et al., 2005). Classification of the main GO categories also exhibits commonalities and specific functions (Fig. S5; Data S3). For instance, the GO term *transcription factor activity* under the molecular function category and the GO term *signal transduction* under biological process category were significantly enriched in both GNC‐ and CGA1‐associated genes, whereas some terms were only enriched in either GNC‐ or CGA1‐associated genes such as *chloroplast* under the cellular component category (Fig. S5). Moreover, some GO terms such as *transporter activity* under the molecular function category were enriched in GNC‐associated genes, whereas it was underrepresented in CGA1‐associated genes (Fig. S5). This functional specificity of these two transcription factors provides further evidence for the possibility of a cross‐regulation between them.

In addition, the Mapman program was used to assign GNC‐ or CGA1‐associated genes to a specific functional or metabolic pathway. The results also revealed that GNC and CGA1 are involved in multiple biological pathways (Figures 5b, S6; Data S4, S5). GNC‐associated genes were generally more enriched in different functions or pathways compared to those of CGA1‐associated genes (Figures 3a, 5b, S5; Data S4). Protein‐related processes have the most genes assigned, accounting for ~16% and ~17% of GNC‐ and CGA1‐associated genes, respectively, following by the RNA‐related process, which accounts for ~12% and ~14% of GNC‐ and CGA1‐associated genes, respectively (Figure 5b). This suggests that GNC and CGA1 may play more important roles in processes such as protein modification and degradation as well as in transcriptional regulation. About 5% of the GNC‐ or CGA1‐associated genes were involved in signaling pathways, suggesting that GNC and CGA1, as transcription factors, control genes in different cell signaling transduction cascades (Figure 5b). About 4% of GNC‐associated genes and ~6% of CGA1‐associated genes were involved in stress response, especially biotic stress (Figure 5b, S5; Data S6), suggesting that GNC and CGA1 may function in biotic stress response. In addition, ~20% of both GNC‐ or CGA1‐associated genes had no functional pathways assigned, indicating that these two transcription factors may also play roles in other undefined processes (Figure 5b).

### 3.6 GNC‐ and CGA1‐associated genes are involved in protein binding, modification and degradation

GO analysis showed that *protein binding* was highly enriched in both GNC and CGA1 binding‐associated genes compared with the corresponding frequency in the whole genome (Fig. S5). The pathway analysis assigned about 16% of the target gene sets of GNC and CGA1 protein‐related processes, which represents the majority of genes compared to other biological pathways (Figure 5b; Data S4). These target genes were involved in protein synthesis, targeting, posttranslational modification, and degradation (Data S4). In addition, the GO term *protein metabolism* was not overrepresented among the GNC‐ and CGA1‐associated genes when compared to that in the whole genome (Fig. S5), indicating that GNC and CGA1 may not be directly involved in protein anabolism or catabolism. Interestingly, genes encoding proteins involved in ubiquitination‐mediated protein degradation, more specifically, the E3 ubiquitin ligase (Data S4, S5), were overrepresented, suggesting that GNC and CGA1 may participate in the quality control and homeostasis of protein levels through regulating the expression of multiple E3 ligase genes. Moreover, another large portion of this category contains genes involved in protein posttranslational modification such as genes encoding protein kinase and phosphatase (Data S5, S6), which concurs with the GO term *signal transduction* also being enriched in GNC‐ and CGA1‐associated genes (Fig. S5).

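Genes described as E3 ubiquitin ligases, with RING, U-box and F-box proteins included, numbered 65 among the GNC-associated genes, or 3.90%, and 36 among the CGA1-associated genes, or 4.95%. Their share among all genes was 3.85%. The ratio was 1.01 for GNC (p = 0.896, adjusted p = 0.942) and 1.29 for CGA1 (p = 0.119, adjusted p = 0.199; Fisher's exact test, two-sided). For GNC the ratio fell to 0.889 when only protein-coding genes were used, and it lay below 1 under 3 other settings as well, without passing the threshold under any of them.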

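Protein kinases and phosphatases, as described in the annotation, made up 55 of the GNC-associated genes (3.30%) and 30 of the CGA1-associated genes (4.12%), against 3.00% of all genes. The ratios were 1.1 for GNC (p = 0.462, adjusted p = 0.577) and 1.37 for CGA1 (p = 0.0783, adjusted p = 0.196; Fisher's exact test, two-sided). With scores of at least 100, the gene lists were short, with 3 and 1 such genes, and the ratios were 0.589 and 0.596.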

### 3.7 Transcription factors as targets of GNC and CGA1

GO and pathway analyses showed that transcription factors were overrepresented in the GNC‐ and CGA1‐associated genes (Figs S5, S6). About 8% of GNC‐associated genes and 10% of CGA1‐associated genes were assigned to the molecular function GO term *transcription factor activity* (Data S3, S5). Consistent with this, the cellular component GO term, the *nucleus,* and the biological process GO term *transcription, DNA‐dependent,* were highly enriched (Fig. S5). These include genes encoding AP2/ERF, bZIP, MYB, bHLH, and MADS‐box transcription factors, which might further regulate expression of genes involved in diverse processes. Some of these genes are known as key regulators of hormone signaling pathways. For example, several *Arabidopsis Response Factors* (*ARRs*), *Cytokinin Response Factors* (*CRFs*), and *AP2/ERFs* factors involved in cytokinin signaling were detected as GNC‐ or CGA1‐associated genes (Data S2, S5). This is consistent with a previous report that GNC and CGA1 are involved in multiple aspects of cytokinin‐regulated development (Ranftl et al., 2016). 

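Among the GNC-associated genes, 8 of 138 AP2/ERF, 8 of 67 bZIP, 5 of 146 MYB and 5 of 120 MADS-box genes were counted within the set of described transcription factors. For CGA1, the counts were 4, 1, 5 and 3. The bZIP genes had a ratio of 2.72 in GNC (Fisher's exact test, two-sided, p = 0.00892, adjusted p = 0.143 over all families), and AP2/ERF genes had ratios of 1.32 and 1.51 in GNC and CGA1. None of the families as counted had an adjusted p under 0.05 in either line, and bZIP in GNC and TCP in CGA1 had an unadjusted p under 0.05.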

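Of 24 ARR genes, ARR4, ARR5, ARR6 and ARR10 were GNC-associated in both lists. The promoter peaks of ARR4, ARR5 and ARR10 had scores of 69.6 and 82.1, 56.8 and 50.3, and 122 and 133, with centres 188, 83 and 658 bp upstream of the TSS. The peak assigned to ARR6, with scores of 72.7 and 86.5, was centred 287 bp downstream of its TSS, in the promoter window of another gene, and ARR6 had the nearest TSS. ARR1 and ARR23 had a promoter peak in GNC replicate 1 only. No ARR gene was CGA1-associated, although both CGA1 lists had a peak with scores of 141 and 132 in the 5′ UTR of ARR1. Of 6 CRF genes, CRF2 was associated with both factors and no other was associated with either. CRF3 had a peak in its coding sequence in GNC replicate 1, with a score of 58.5.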

The overrepresentation of diverse transcription factors as target genes suggests that GNC and CGA1 could function as upstream regulators of different pathways.

### 3.8 GNC and CGA1 regulate plant greening and development

The most prominent defect in *gnc* as well as in the *gnc cga1* double mutants is the lack of chlorophyll whereas the *cga1* mutant only exhibits a weaker phenotype (Fig. S7). A previous report showed that chloroplast development, growth, and division were also impaired in the *gnc cga1* double mutant (Chiang et al., 2012). The cellular component GO term *chloroplast* was found only enriched in the GNC‐associated genes, but not in those of CGA1 (Fig. S5), suggesting that GNC has a more direct role in regulating the chloroplast‐related greening process, which is also consistent with the observed phenotype of the corresponding mutant (Fig. S7). 

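In place of the GO term, genes whose description or location in the annotation names the chloroplast, the plastid or photosynthesis were counted, 2735 in all. They made up 149 of the GNC-associated genes, or 8.95% (95% Wilson interval 7.67 to 10.4), and 53 of the CGA1-associated genes, or 7.28% (5.61 to 9.40), against 7.22% of all genes. The ratio was 1.24 for GNC (Fisher's exact test, two-sided, p = 0.00662, adjusted p = 0.0662) and 1.01 for CGA1 (p = 0.942). With the window from 500 bp upstream to 100 bp downstream, the ratio for GNC was 1.38 and its adjusted p 0.00856, and with protein-coding genes only it was 1.09 with an adjusted p of 0.662. The difference between the lines was 1.53 percentage points and did not pass a test of its own (two-sided permutation test of the line over genes found in 1 line only, p = 0.256, adjusted p = 0.605).

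**Figure D7:**
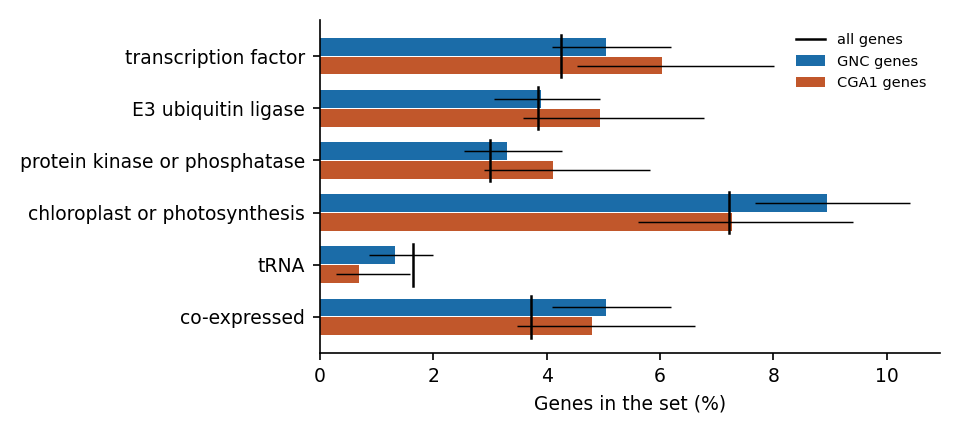
Share of the GNC- and CGA1-associated genes (%) in 6 gene sets, with 95% Wilson intervals, and the share of all genes as a black line. The GNC bar of the chloroplast or photosynthesis set, at 8.95%, lies above its line at 7.22%.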

Expression levels of some chloroplast or chlorophyll genes such as *PTAC7*,* CHL‐CPN10*,* LHCB1.4*,* LHCB5,* and *CLB6*, identified in the ChIP‐seq experiment (Data S2), were quantified and were found to be down‐regulated in the *gnc cga1* double mutant (Figure 6a). In addition, as GNC‐specific targets, expression of *PTAC7* and *LHCB1.4,* were down‐regulated in the *gnc* mutant (Fig. S8a), but not significantly changed in the *cga1* mutant (Fig. S8b). 

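In the peak lists, LHCB5 (AT4G10340) had a GNC peak in both replicates, on chromosome 4 from 6407872 to 6408286, with scores of 84.5 and 75.8 and its centre 72 bp downstream of the TSS. LHCB1.4 (AT2G34430) had a promoter peak in GNC replicate 1 only, with a score of 58.1 and its centre 163 bp upstream. PTAC7 (AT5G24314) had a GNC peak with scores of 53.3 and 61.9. Its centre lay 647 bp downstream of the TSS of PTAC7 and in the promoter window of a neighbouring gene, and PTAC7 was assigned because its TSS was the nearest. None of these genes had a CGA1 peak in its promoter.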

*CPSUFE*, another chloroplast‐related gene, was up‐regulated in the *cga1* mutant, which is not surprising given the fact that *GNC* was up‐regulated in the *cga1* mutant (Fig. S8a). 

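CLB6 (AT4G34350) had a CGA1 peak in both replicates, on chromosome 4 from 16431135 to 16431880 in replicate 1, with scores of 73.5 and 73.1 and centres 364 and 362 bp upstream of the TSS. At CHL-CPN10 (AT2G44650), a peak with a score of 53.0 centred 25 bp upstream of the TSS was present in CGA1 replicate 2 and absent from replicate 1. Neither gene had a GNC peak in its promoter. CPSUFE (AT4G26500) had a GNC peak with scores of 60.4 and 53.2 centred 4 bp upstream of its TSS.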

Although CGA1, but not GNC, was detected to bind to *CLB6* and *CHL‐CPN10*, expression of *CBL6* was up‐regulated in the *cga1* mutant and expression of *CHL‐CPN10* was down‐regulated in the *gnc* mutant. These results suggest that besides direct transcriptional regulation, these two factors participate in other indirect regulatory pathways controlling gene expression.

**Figure 6:**
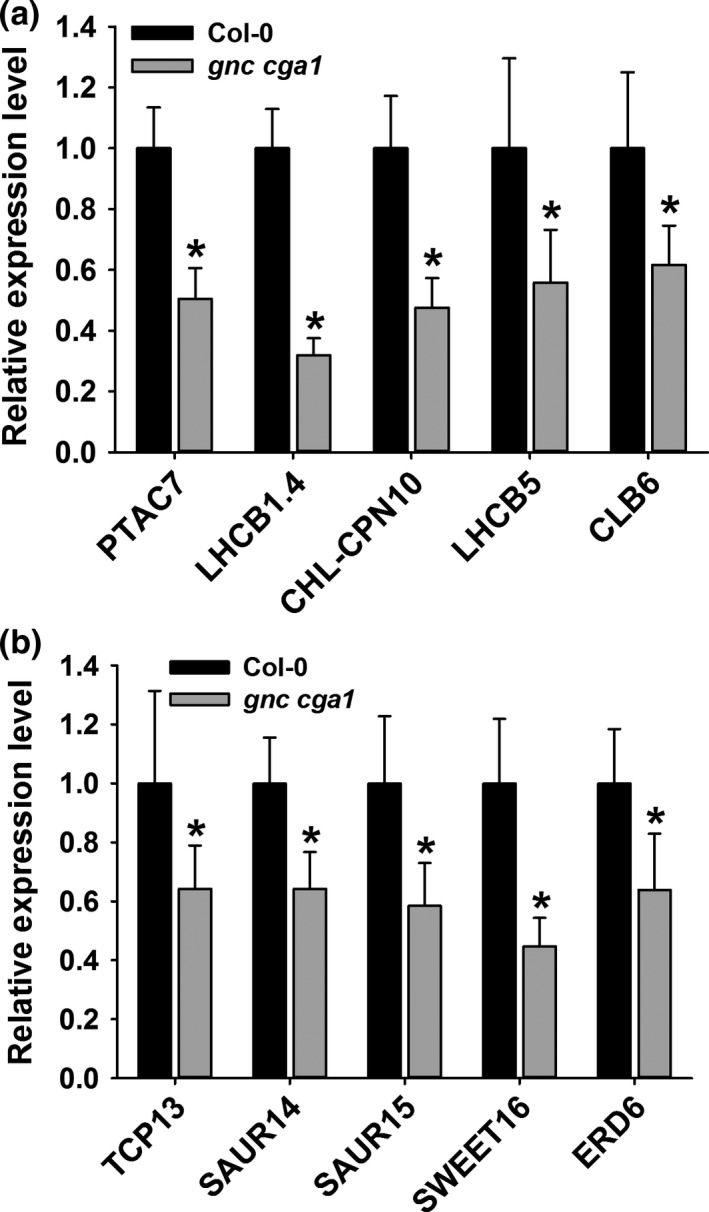
Gene expression analysis of selected target genes of GNC and CGA1. (a) Chlorophyll‐ and chloroplast‐related genes are down‐regulated in the *gnc cga1* double mutant. (b) Genes controlling development are down‐regulated in the *gnc cga1* double mutant. Statistical analysis was performed using the Student's *t* test (*p *<* *.01)

In addition, as GNC and CGA1 also affect plant size, architecture, flowering, and senescence, we hypothesized that the GNC‐ or CGA1‐associated genes could be involved in plant developmental pathways. Interestingly, the GO term *developmental processes* was significantly enriched among the GNC‐ and CGA1‐associated genes compared to the frequency in the whole genome (Fig. S5). Two previously identified target genes of GNC or CGA1, *SOC1,* and *SPCH*, which, respectively, regulate flowering time and stomatal development in hypocotyls (Klermund et al., 2016; Richter et al., 2013a), were also detected in our results (Data S2). 

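At SOC1 (AT2G45660), both CGA1 lists had a promoter peak, on chromosome 2 from 18810877 to 18811246 in replicate 1, with scores of 221 and 210 and centres 23 bp downstream of the TSS. Neither GNC list had a peak in the promoter of SOC1. SPCH (AT5G53210) had a CGA1 peak in both replicates, on chromosome 5 from 21589198 to 21589566, with scores of 81.9 and 69.4 and its centre 127 bp upstream of the TSS, and no GNC peak.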

*SOC1* and *CRF2*, two common target genes of GNC and CGA1 identified in this study, were up‐regulated in both *gnc* and *cga1*. However, *SOC1* was up‐regulated in the *gnc cga1* double mutant, whereas the expression of *CRF2* was not significantly changed (Fig. S8c), which further suggests a complex cross‐regulation between these two factors. Among the transcription factors identified as GNC‐ or CGA1‐associated genes, several are involved in different aspects of plant development, such as NAC transcription factors, AGAMOUS‐like MADS‐box, TCP, and LBD factors (Data S2, S5). 

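Of 106 NAC genes described as transcription factors, 4 were GNC-associated and 2 CGA1-associated (ratios 0.859 and 0.982). MADS-box genes had ratios of 0.948 and 1.30. None of these ratios differed from 1 in Fisher's exact test (two-sided, p from 0.503 to 1). LBD genes are not compared, because the set of described transcription factors lacks some of them, such as LBD29 (AT3G58190), which had promoter peaks of both factors. TCP13 (AT3G02150) had a GNC promoter peak on chromosome 3 from 389880 to 390304, with a score of 75.02 in both replicates and its centre 628 bp upstream of the TSS.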

Other nontranscription factor proteins associated with plant development were also detected (Fig. S6; Data S2, S5). 

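SWEET16 (AT3G16690) had a GNC promoter peak in both replicates, with scores of 67.6 and 56.9 and its centre 281 bp upstream of the TSS. ERD6 (AT1G08930) had a CGA1 promoter peak with a score of 75.70 in both replicates and its centre 57 bp upstream. SAUR14 (AT4G38840) had a CGA1 peak on chromosome 4 with scores of 73.3 and 102, centred 11 and 9 bp upstream of its TSS. The same peak lay 487 and 489 bp upstream of SAUR15 (AT4G38850), within its promoter window, but was assigned to SAUR14 as the nearer gene. In GNC replicate 1 only, a peak with a score of 69.2 was centred 700 bp upstream of SAUR14, and its nearest TSS was that of SAUR15.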

Expression levels of *TCP13*,* SAUR14*,* SAUR15*,* SWEET16,* and *ERD6*, which function in different developmental pathways were all decreased in the *gnc cga1* double mutant (Figure 6b), suggesting that these genes are targets of GNC or CGA1 in regulating plant development.

## 4 DISCUSSION

### 4.1 Identification of GNC and CGA1 binding‐associated genes reveals possible common and specific functions

The use of a ChIP‐seq approach to study the interactions between chromatin and proteins at a genomewide scale has contributed to the determination of the function and mechanisms of transcription factors (Song et al., 2016). Here, we applied this approach to analyze the binding events of GNC and CGA1 to broaden our understanding of their role in developmental processes. Among all the GNC or CGA1 binding peaks, about 30% of them were located within the 1 kb promoter region and most binding events were enriched in the first 200 bp directly upstream of the transcription start site (TSS) (Figures 2a,b, S1d). 1475 and 638 potential target genes of GNC and CGA1, respectively, were identified (Figure 3).

GNC and CGA1 have significant sequence similarity and function at least partially redundantly from a phenotypic point of view (Hudson et al., 2011; Mara & Irish, 2008; Reyes, Muro‐Pastor, & Florencio, 2004). In addition, co‐expression analysis shows a high percentage of convergence between the two genes (Aoki et al., 2016). However, the number of overlapping binding‐associated genes between GNC and CGA1 was extremely low (Figure 3a), indicating the possibility that most target genes are not shared by GNC and CGA1. These together suggest a cross‐regulation mechanism between GNC and CGA1, in which these two transcription factors regulate the expression of each other while each of them regulates a divergent set of genes. Evidence for this cross‐regulation was shown by ChIP‐qPCR with the binding of GNC to the *CGA1* promoter and the binding of CGA1 to the *GNC* promoter (Figure 3b,c). This would account for these genes having a high level of overlap in terms of co‐expressed genes, while still sharing few binding‐associated genes (Data S2, S6). This cross‐regulation was further supported by the induced expression of *GNC* and *CGA1* in their respective single‐mutant counterpart (Fig. S8a,b), as well as the different expression of *CRF2* in single and double mutants (Fig. S8c). It is interesting to note that the two GATA transcription factors, HAN and HANL2, which also belong to the GATA3 family, have been reported to be able to form homo‐ or heterodimers with members of the GATA3 family and to cross‐regulate each other (Zhang et al., 2013). In contrast, the low percentage overlap of GNC‐ and CGA1‐associated genes indicates that GNC and CGA1 are unlikely to regulate transcription through hetero‐dimerization, which is consistent with the evidence obtained from a yeast‐two‐hybrid assay (Behringer et al., 2014).

GO analysis of the GNC and CGA1 binding‐associated genes largely revealed the functional specificity of these two transcription factors (Figures 5a, S5). This was also consistent with the phenotypic divergence of the single mutants of *gnc* and *cga1*, in which the developmental defects were more significant in the *gnc* mutant than in *cga1* (Fig. S7).

### 4.2 The transcription factors GNC and CGA1 mediate complex genetic networks

Genomewide binding analysis of GNC and CGA1 reveals that they are involved in complex genetic networks, which is supported by the previous evidence showing that they both play roles in multiple processes (Behringer & Schwechheimer, 2015; Klermund et al., 2016; Ranftl et al., 2016). The binding‐associated genes of GNC and CGA1 are enriched in diverse pathways such as protein binding, modification and degradation, transcriptional regulation, signal transduction as well as developmental processes (Figure 5, S5, S6). The enrichment of non‐GATA/C motifs in GNC and CGA1 binding peaks (Figure 4) suggests that GNC and CGA1 may be forming protein complexes with other transcription factors to control specific biological processes.

Protein binding was found to be the most enriched process in the GNC‐ and CGA1‐associated genes compared to other pathways, and most of the target genes found in this category were E3 ligases (Figure 5, S5–S6, Data [Link], [Link], [Link]). 

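CNI1 (AT5G27420) had a GNC peak in both replicates on chromosome 5 from 9683000 to 9683453, with scores of 74.2 and 62.6 and its centre 761 bp upstream of the TSS. A further peak centred 44 bp downstream of the TSS had a score of 50.4 and was present in replicate 1 only. No CGA1 list had a peak in the promoter of CNI1.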

An E3 ligase gene, *CNI1*, which functions in carbon/nitrogen response like GNC, was identified as a GNC‐associated gene (Bi et al., 2005), suggesting that GNC may regulate nitrogen response and carbon metabolism through *CNI1*. Previous studies revealed that GNC and CGA1 protein are unstable proteins which can be degraded through the ubiquitin‐proteasome system (UPS) (Behringer et al., 2014; Richter et al., 2013b). However, little is known about the role of GNC and CGA1 or other GATA members in regulating the protein degradation pathway. In addition, most of the E3 ligase genes identified in this study have not been well characterized. This opens opportunities for further studies in exploring the target genes of GATA transcription factors that are involved in the UPS system.

In our ChIP‐seq dataset, ~10% of GNC‐ or CGA1‐associated genes encode transcription factors (Fig. S5; Data S6). An interesting example of their potential role in pathway regulation involves the cytokinin signaling pathway. Recently, the cytokinin response factors CRF1, CRF2, CRF3, CRF5, and CRF6 were reported to be functionally redundant positive regulators of early senescence. The over‐expressors of these genes showed early senescence and the *crf1, 3, 5, 6* quadruple mutant displayed significantly delayed senescence when compared to WT (Raines et al., 2016). Interestingly, some genes encoding *CRFs* and *ARRs* were identified in the ChIP‐seq datasets (Data S2). The early senescence phenotype in the *gnc cga1* double mutant suggests the possibility that GNC or CGA1 regulate these key regulators in the cytokinin signaling pathways in controlling the senescence process. GNC and CGA1 as well as other members of the LLM‐domain containing B‐GATA factors also function redundantly in different aspects of cytokinin‐regulated development (Ranftl et al., 2016). Given the previous evidence that GNC and CGA1 are also involved in GA and auxin signaling (Richter et al., 2010, 2013b), it is possible that GNC and CGA1 function in multiple phytohormone signaling pathways. Some of the targets transcriptionally regulate diverse aspects of plant development, such as NAC factors (Kim, Nam, & Lim, 2016), AGAMOUS‐like MADS‐box factors (Ng & Yanofsky, 2001), TCP factors (Danisman et al., 2013; Martín‐Trillo & Cubas, 2010), and LBD factors (Husbands, Bell, Shuai, Smith, & Springer, 2007) (Data S2, S5). Interestingly, some of the non‐GATA/C motifs harbored in the binding peaks of GNC and CGA1 are consensus binding sites for some of these transcription factors. For example, TCP factors bind the PCF motif (Lu et al., 2013) and E‐box (G‐box) motif is the specific binding site of bHLH transcription factors (Toledo‐Ortiz, Huq, & Quail, 2003) which can interact with LBD proteins (Husbands et al., 2007). Additional work is needed to decipher the complexity of multiple transcription factors regulating these genes.

Expression analysis of target genes in the *gnc* and *cga1* single mutants as well as in the *gnc cga1* double mutant also revealed a complex regulatory mechanism. *CHL‐CPN10* and *SAUR70* were only detected in the CGA1 ChIP‐seq dataset although their expression levels were also altered in *gnc*. 

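SAUR70 (AT5G20810) had a CGA1 promoter peak in both replicates, on chromosome 5 from 7043254 to 7043663, with scores of 54.9 and 56.0 and its centre 299 bp upstream of the TSS. The nearest GNC peak, present in both replicates with scores of 61.7 and 79.4, was centred 1449 bp upstream of the TSS, outside the promoter window.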

*CLB6*, a *CGA1* target, was up‐regulated in *cga1* (Fig. S8a,b). This indicates that besides a cross‐regulation between GNC and CGA1, other types of mechanisms controlling gene expression are also involved. In addition, the expression of *SOC1*, a common target of GNC and CGA1, was up‐regulated in both single mutants as well as in the double mutant. Although in our assay GNC and CGA1 only displayed transcription activation activity, the above observations suggest that these factors also function as repressors in some specific developmental processes and signaling pathways.

In conclusion, this study characterized the possible downstream target genes of *Arabidopsis GNC* or *CGA1,* revealing common and specific roles in multiple processes of plant growth and development. GNC and CGA1 have been shown to be involved in many important processes including greening, flowering time, senescence, plant architecture and are key components of hormone signaling pathways. The downstream target genes identified help considerably in understanding the mechanisms via which this regulation occurs. Further, we present evidence that GNC and CGA1 cross‐regulate each other which accounts for their overlapping and diverse physiological roles in the *Arabidopsis* genome.

## CONFLICT OF INTEREST

The authors declare that there is no conflict of interest.

## AUTHOR CONTRIBUTIONS

X.Z., B.Y‐M., and S.J.R. designed the experiments. X.Z. conducted the experiments, analyzed the data, and wrote the manuscript. C.J., B.Y‐M., and S.J.R. revised the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Genome‐wide binding analysis of AtGNC and AtCGA1 demonstrates their cross‐regulation and common and specific functions
**Source:** Plant Direct. 2017 Oct 16;1(4):e00016. doi: 10.1002/pld3.16
**Supplement:** Supplementary file 1

## Supplemental Data

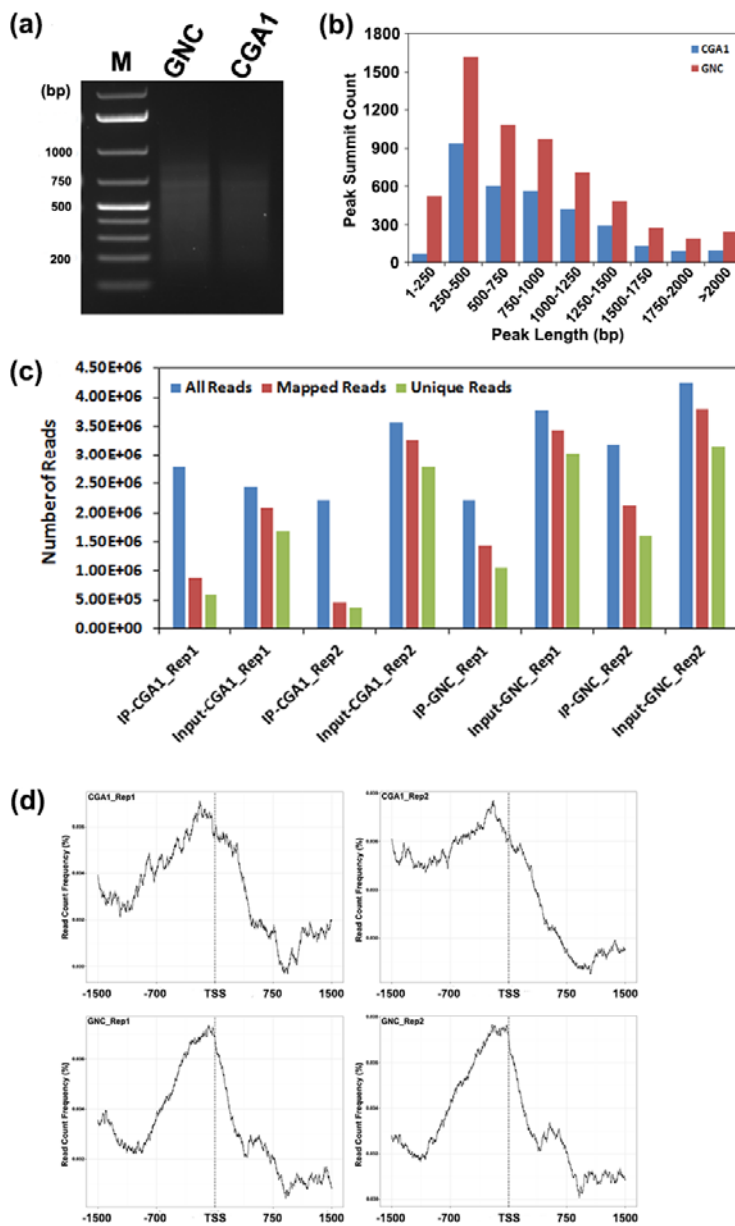

**Figure S1.** Overview of ChIP assay and ChIP-seq data.

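The median length of the peaks was 385 bp in both GNC lists, with quartiles of 325 and 440 bp in replicate 1. For CGA1 the median was 411 bp in replicate 1 and 403 bp in replicate 2. At least 300 and under 500 bp long were 67.4% and 67.5% of the GNC peaks and 68.9% and 69.9% of the CGA1 peaks. The shortest peak had 156 bp in both GNC lists and 164 and 157 bp in the CGA1 lists. At least 1000 bp long were 13 peaks in each GNC list and 2 in each CGA1 list. Length and score were nearly unrelated within a list, with Spearman correlations across peaks from 0.00803 to 0.0437.

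**Figure D8:**
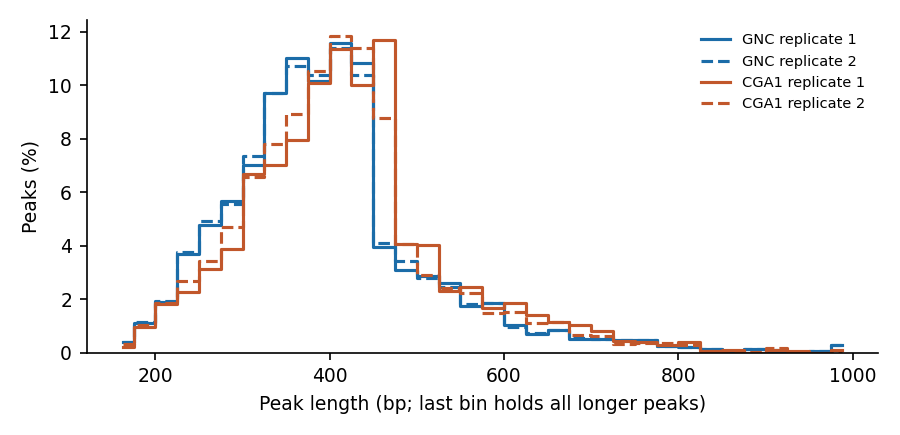
Share of peaks (%) against peak length (bp) in bins of 25 bp, for the 4 peak lists, with all longer peaks in the last bin. The curves of the replicates of a line nearly coincide, and all lists have their medians between 385 and 411 bp.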

(a) Sonicated chromatin from *Arabidopsis myc-GNC* and *myc-CGA1* transgenic lines for the preparation of ChIP-DNA. (b) Peak length distribution of GNC and CGA1 ChIP-seq. (c) Sequencing reads of all the samples. (d) Peak distribution frequency around the transcription start site (TSS).

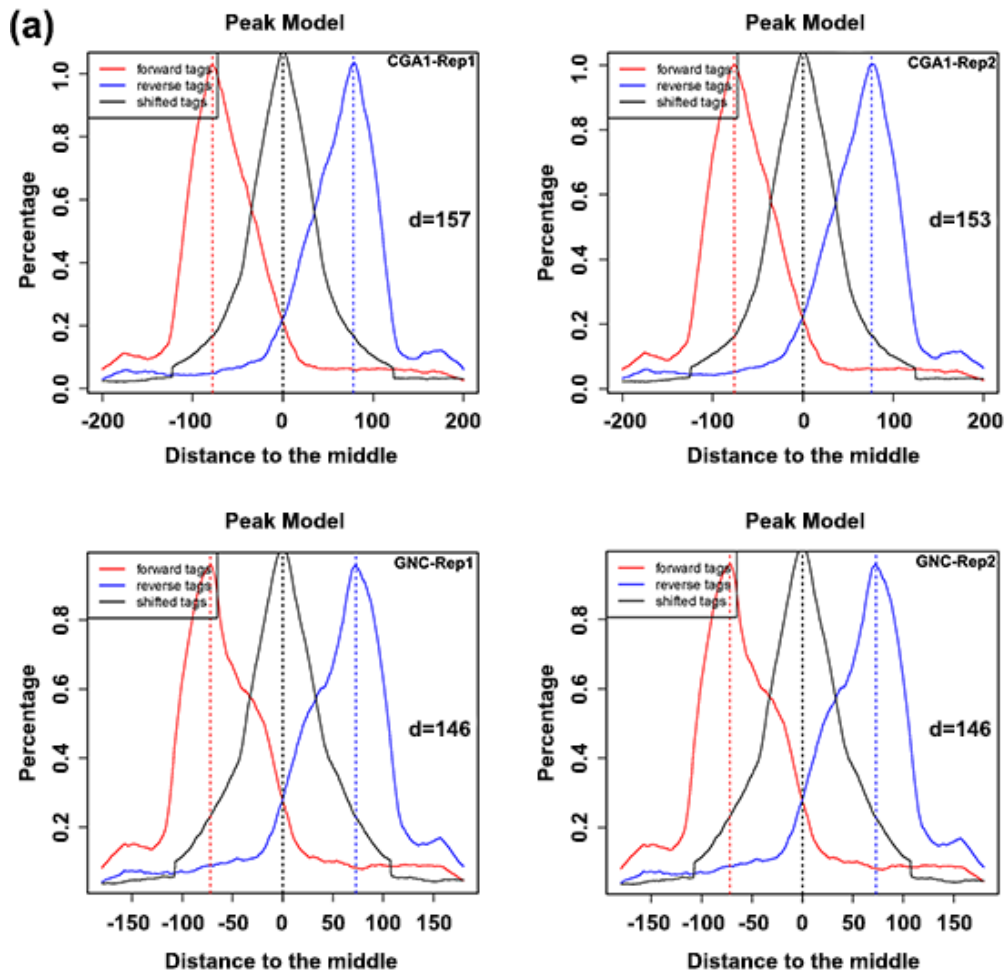

(b)

| Sample    | Shift Size | Read Length |
|-----------|------------|-------------|
| CGA1_Rep1 | 79bp       | 50nt        |
| CGA1_Rep2 | 77bp       | 50nt        |
| GNC_Rep1  | 73bp       | 50nt        |
| GNC_Rep2  | 73bp       | 50nt        |

**Figure S2.** Peak calling for GNC and CGA1 ChIP-seq data.

(a) Peak shift model for both replicates of GNC and CGA1 ChIP-seq data. (b) Peak shift size for constructing the peak model of GNC and CGA1 ChIP-seq data.

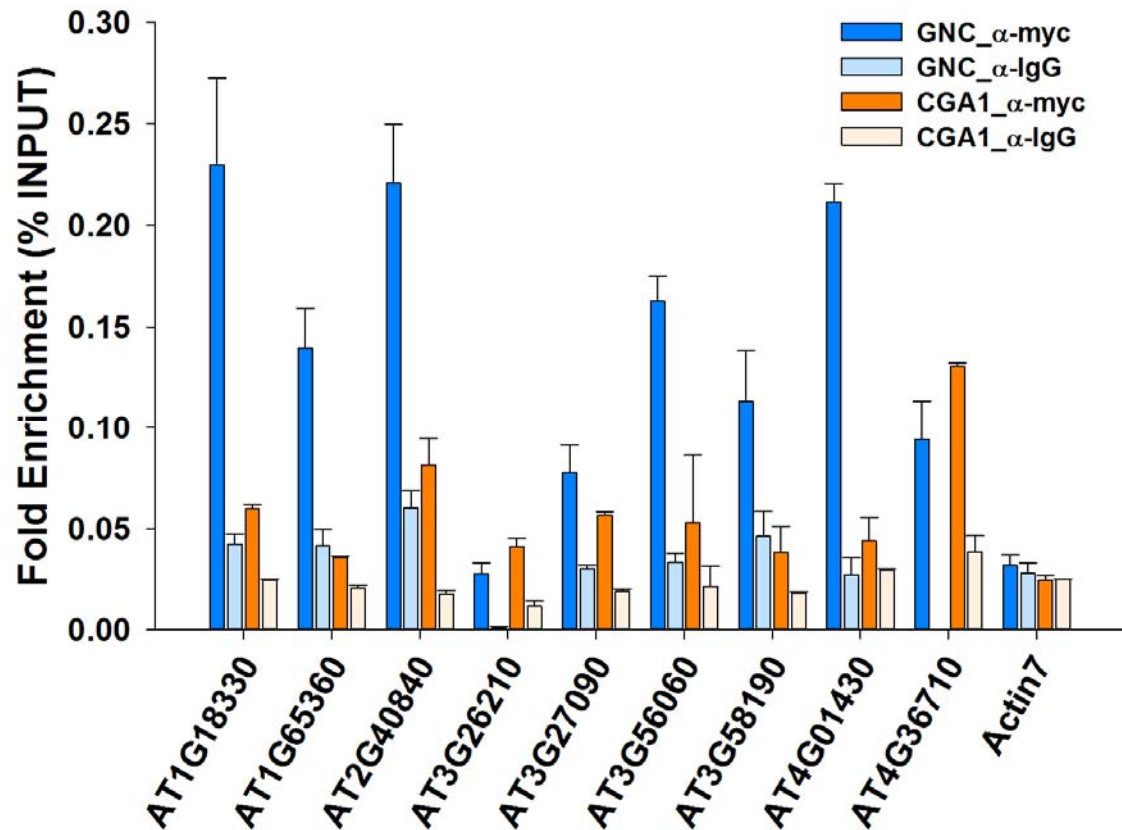

**Figure S3.** ChIP-qPCR verification of ChIP-seq data.

ChIP-qPCR verification of GNC and CGA1 binding sites identified in the ChIP-seq assay. The fold enrichment was normalized against the INPUT sample and expressed as % INPUT. Promoter of *Arabidopsis Actin7* gene was used as negative controls for ChIP-qPCR assay.  $\alpha$ -myc, anti-myc antibody that used for immunoprecipitating GNC or CGA1 binding DNA;  $\alpha$ -IgG, anti-IgG antibody that used as negative control for the ChIP assay. Value represents mean  $\pm$  SD (n=3).

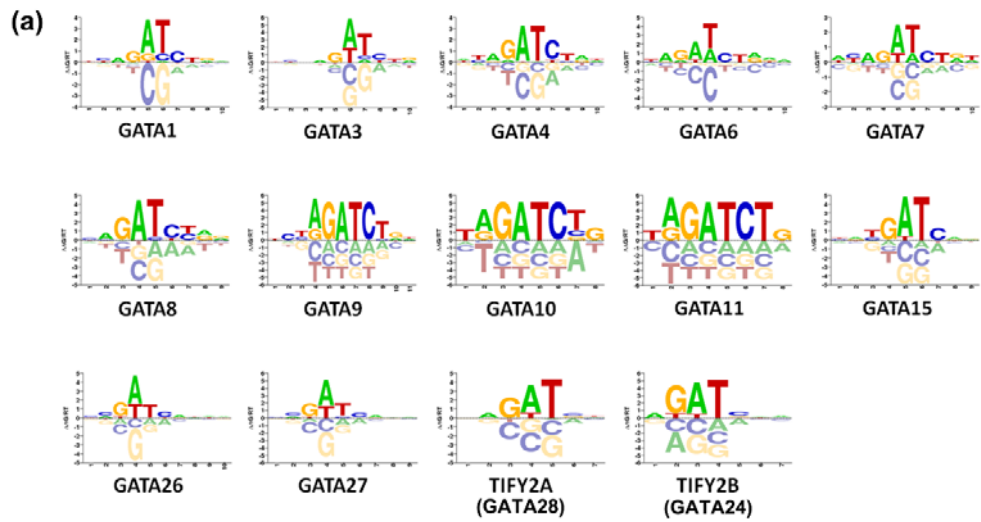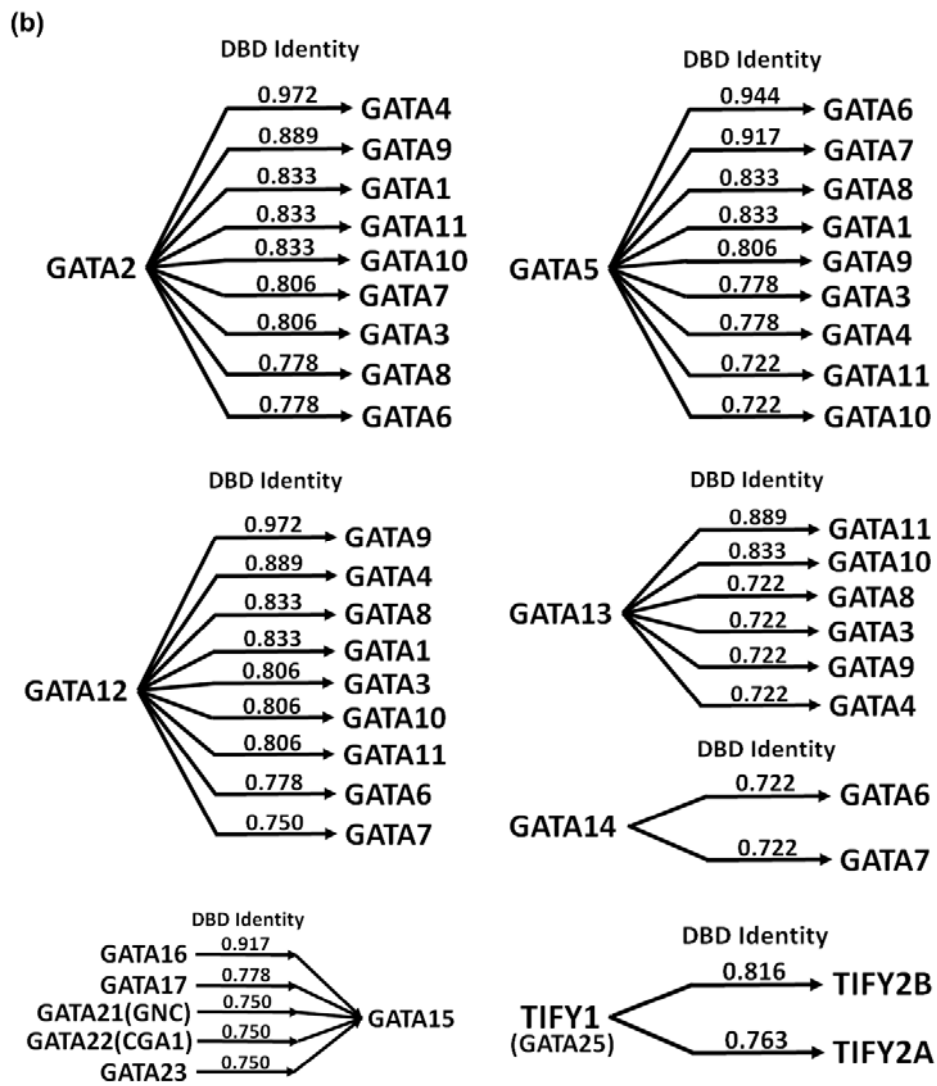

**Figure S4.** Motifs of *Arabidopsis* GATA family members.

The *cis*-motifs of *Arabidopsis* GATA family were retrieved from the CIS-BP database (<http://cisbp.ccb.utoronto.ca/index.php>).

(a) The motifs for the *Arabidopsis* GATA members with direct evidence from a protein binding microarray experiment. (b) Inferred motifs for the rest of the *Arabidopsis* GATA members based on the similarity of the DNA binding domain (DBD). DBD identity was applied to evaluate the likelihood of an inferred motif to the evidenced motif. For this family, transcription factors with DBD identity  $\geq 0.7$  will likely have a similar motif.

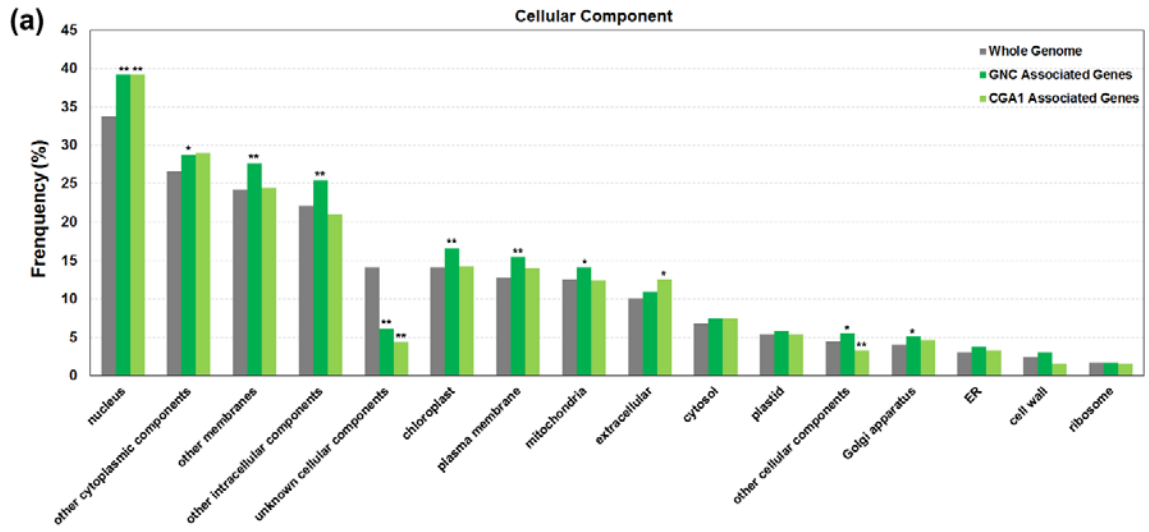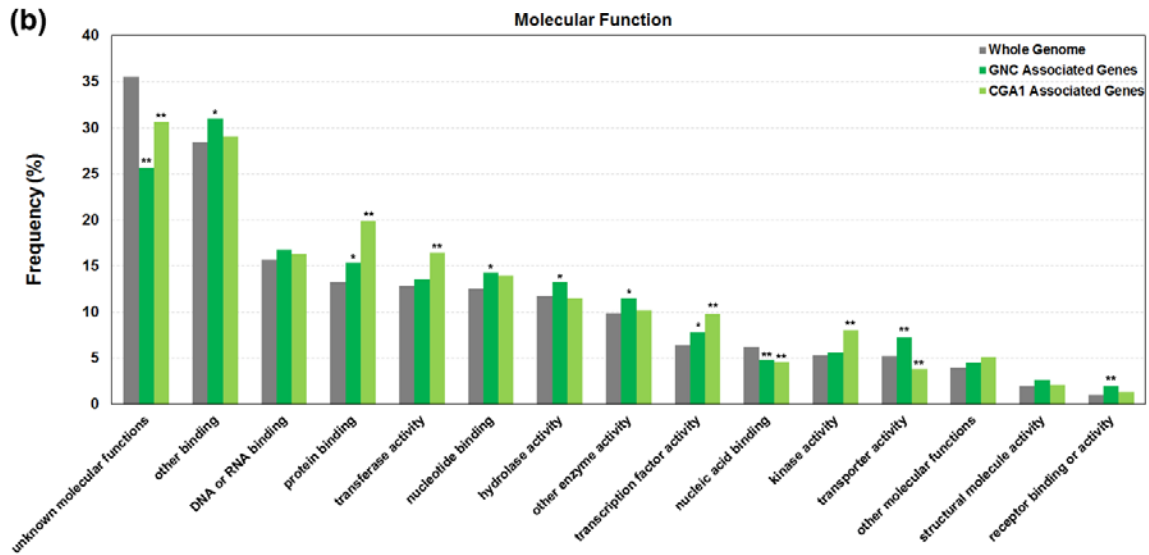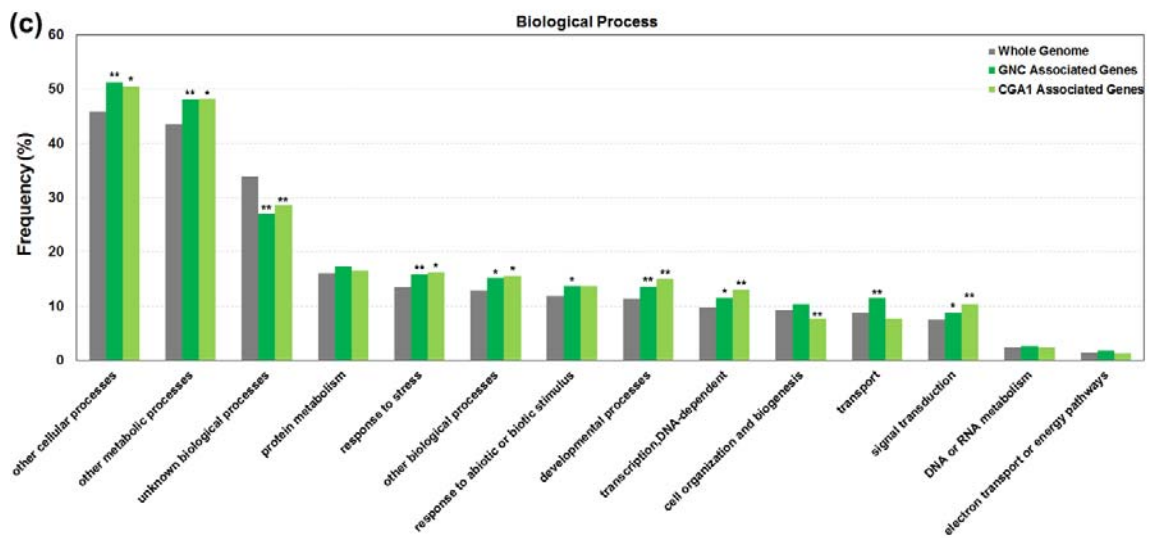

**Figure S5.** GO analysis of GNC and CGA1 binding associated genes.

The GO tool on the TAIR web page was used for gene ontology searches. For different datasets, frequency of each GO term under the main GO categories Cellular Component (a), Molecular Function (b) and Biological Process (c) were calculated. The counts under each GO term were expressed as frequencies of total counts in the whole genome. Stars represented significant enrichment or under-representation by hypergeometric test ( $P < 0.001$ ).

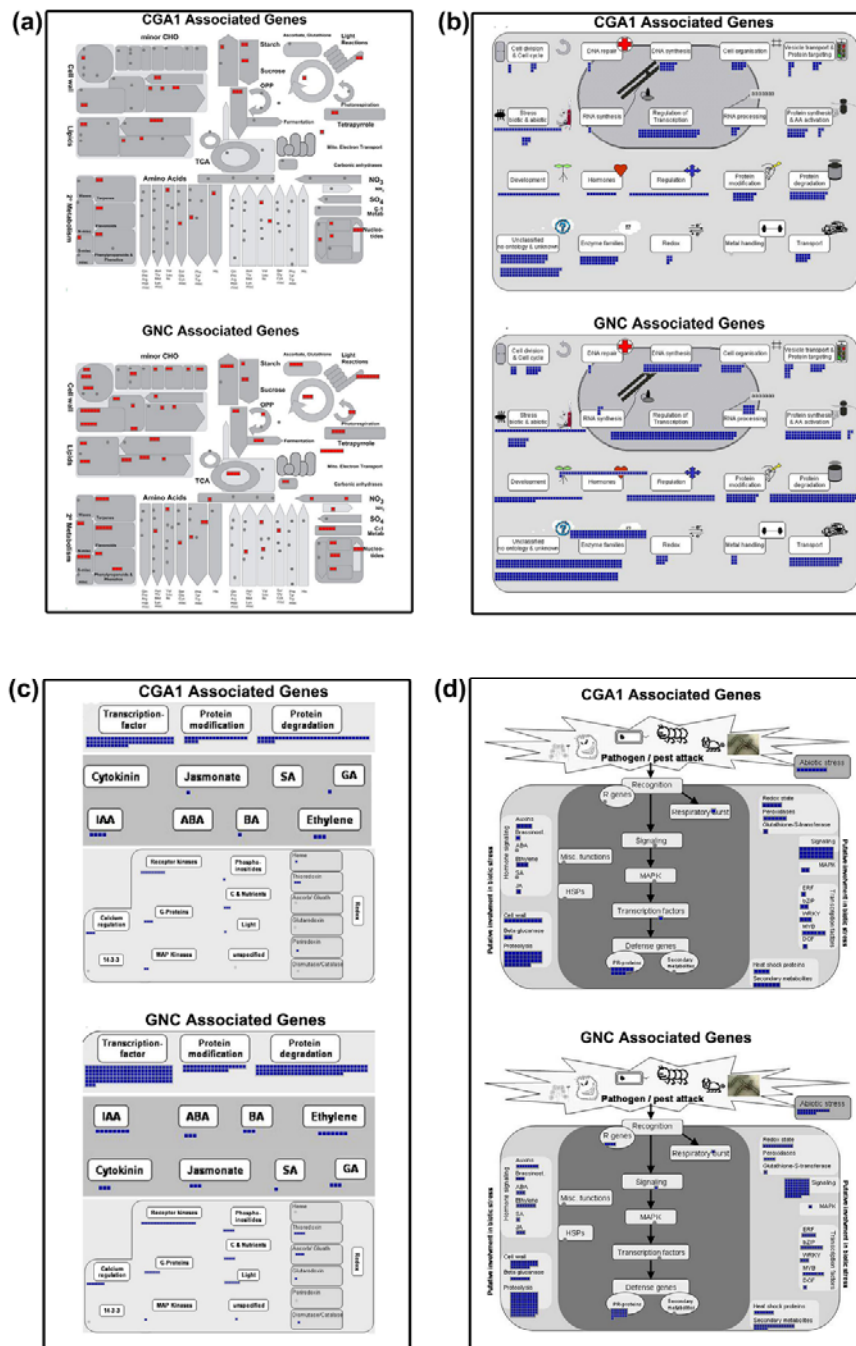

**Figure S6.** Functional pathway enrichment of GNC and CGA1 associated genes. Pathway analyses of GNC and CGA1 associated genes using MapMan showed the enrichment of GNC and CGA1 target genes in (a) metabolic, (b) cellular function, (c) regulation and (d) biotic stress pathways.

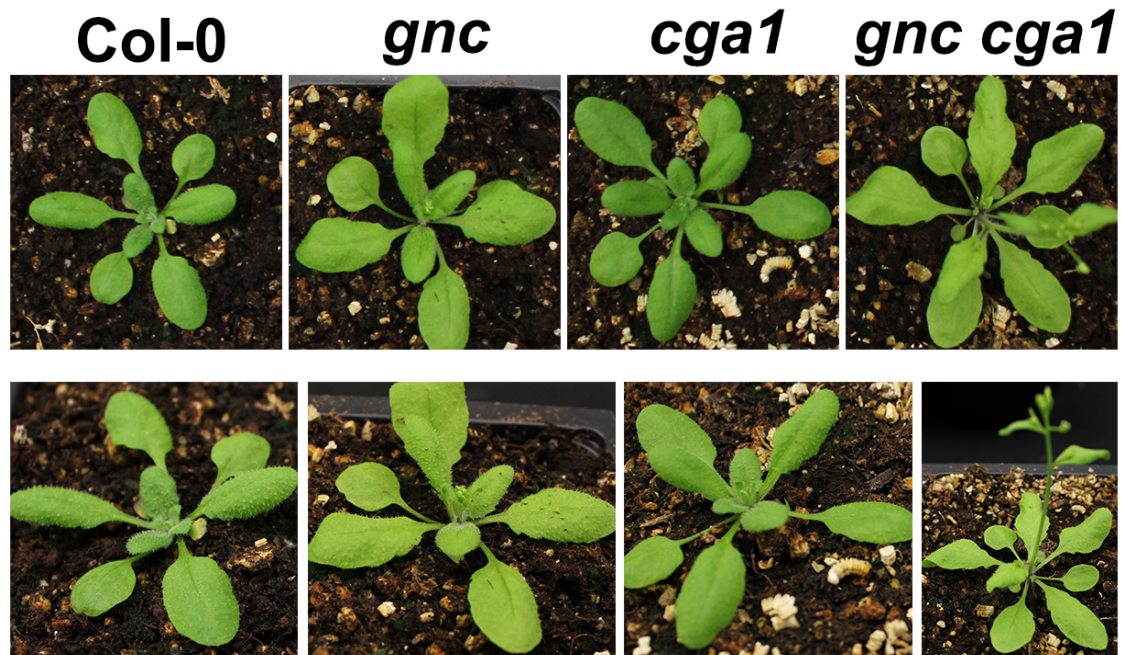

**Figure S7.** Phenotype of *Arabidopsis gnc*, *cga1* single and double mutants.

Phenotype of 3-week-old *Arabidopsis* Col-0 wild-type, *gnc*, *cga1* and *gnc cga1* mutants showing the difference in greening and flowering time.

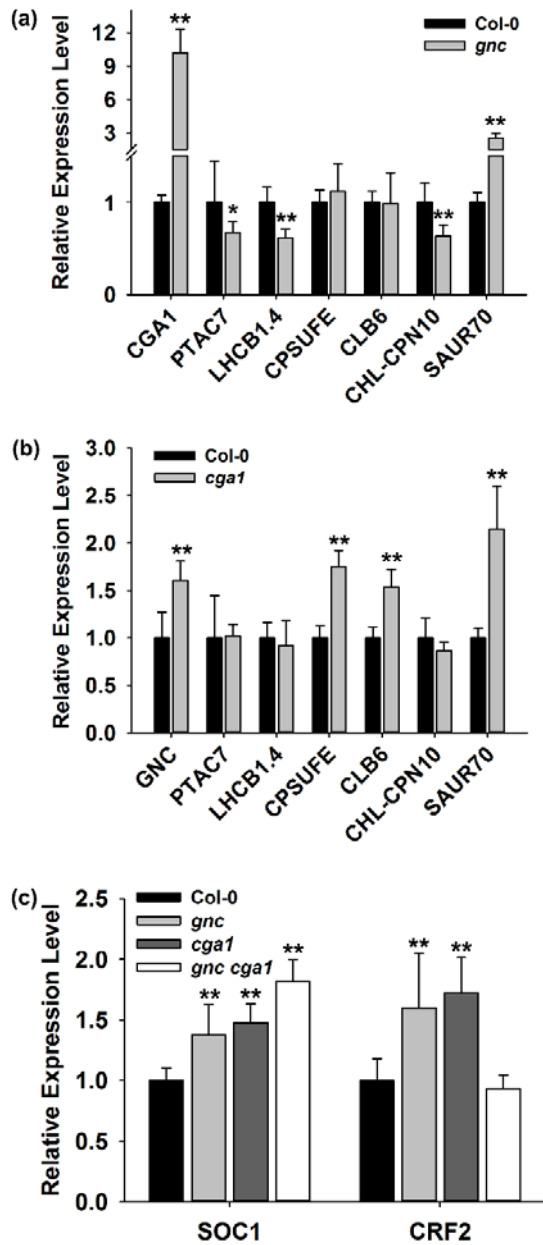

**Figure S8.** Expression analysis of GNC and(or) CGA1 ChIP targets in *gnc* and *cga1* mutants.

Expression of GNC or CGA1 targets in the (a) *gnc* and (b) *cga1* mutant. (c) Expression of common targets of GNC and CGA1 in the *gnc* and *cga1* single and double mutants. Statistical analysis was performed using the Student's *t*-test (\*  $P < 0.05$ , \*\*  $P < 0.01$ )

**Table S1. Distribution of GATA/C motif locations in the Arabidopsis Genome**

| Motifs          | Numbers in Genome | Average genome length (bp) per motif |
|-----------------|-------------------|--------------------------------------|
| GATA (+ strand) | 524137            | One motif / 288 bp                   |
| TATC (- strand) | 523698            | One motif / 288 bp                   |
| GATC            | 435331            | One motif / 274 bp                   |

**Table S2. Primer used in this study**

| Primer name        | Sequence                                      | Description                                                |
|--------------------|-----------------------------------------------|------------------------------------------------------------|
| AtGNC CDS_F_ApaI   | CCGGGCCCATGGATTCAAATTTTCATT<br>ACTCG          | Transactivation assay                                      |
| AtGNC CDS_R_KpnI   | CGGGGTACCTCAACCGTGAACCATTC<br>ATAC            |                                                            |
| AtCGA1 CDS_F_ApaI  | CCGGGCCCATGGGTTCCAATTTTCATT<br>ACAC           |                                                            |
| AtCGA1 CDS_R_KpnI  | CGGGGTACCTCACCCGTGAACCATTC<br>CGT             |                                                            |
| Renilla LUC_F_SmaI | TCCCCCGGGATGACTTCGAAAGTTTAT<br>GATCCAG        |                                                            |
| Renilla LUC_R_NotI | ATAAGAATGCGGCCGCTTATTGTTTCAT<br>TTTTGAGAACTCG |                                                            |
| GNC_ChIP_I_F       | ATAGAGACCATGTGTGTTTG                          | ChIP-qPCR for<br>CGA1 binding<br>on GNC<br>promoters       |
| GNC_ChIP_I_R       | GCTAAGATGAGAGATTGAGAG                         |                                                            |
| GNC_ChIP_II_F      | CATTTCAAGTTATTTATTTGTATCC                     |                                                            |
| GNC_ChIP_II_R      | CTCAAATGACCATAAAGTATT                         |                                                            |
| GNC_ChIP_III_F     | AATAGAGCCTTGATGAGATC                          |                                                            |
| GNC_ChIP_III_R     | TATTGGAGAGTGAGAGCC                            |                                                            |
| CGA1_ChIP_I_F      | TTCTGCTCGTGGTCTATA                            | ChIP-qPCR for<br>GNC binding on<br>CGA1<br>promoters       |
| CGA1_ChIP_I_R      | CGATGAAGCACAAAAGAGA                           |                                                            |
| CGA1_ChIP_II_F     | TGCTCTTCATCAGTCTCTAA                          |                                                            |
| CGA1_ChIP_II_R     | GTGTCTTGCTCACTAACAA                           |                                                            |
| CGA1_ChIP_III_F    | CAGTTTGACAAGGGCGATA                           |                                                            |
| CGA1_ChIP_III_R    | GGTAACGGATAGATTATAGACAGC                      |                                                            |
| AT1G18330_ChIP_F   | CCCATTATCCCAACCATTT                           | ChIP-qPCR<br>primer for<br>validating the<br>ChIP-seq data |
| AT1G18330_ChIP_R   | CTCATTGTTCAAGTTTTGTAAGT                       |                                                            |
| AT1G65360_ChIP_F   | GTCGTCATGTGTCATGTTTA                          |                                                            |
| AT1G65360_ChIP_R   | TTAATCGCCTGCTTTTGAAT                          |                                                            |
| AT2G40840_ChIP_F   | GGAGAACTGTATTTGTTACTGTA                       |                                                            |

|                  |                             |                                           |
|------------------|-----------------------------|-------------------------------------------|
| AT2G40840_ChIP_R | GTATTGAAGAAGATCACGAGAT      |                                           |
| AT3G26210_ChIP_F | CGATCTCATCTGTTGTTCC         |                                           |
| AT3G26210_ChIP_R | GGTAATAGTCAAGCCATTCAT       |                                           |
| AT3G27090_ChIP_F | CTGTCTACTGAGGCAATGA         |                                           |
| AT3G27090_ChIP_R | GGTTGGTTGGATCTGTGA          |                                           |
| AT3G56060_ChIP_F | CAGCATCAATAGTCAATAGCC       |                                           |
| AT3G56060_ChIP_R | GGAATCCAAGTGGTCAAGA         |                                           |
| AT3G58190_ChIP_F | AGACCATTAAGCAGACAAGA        |                                           |
| AT3G58190_ChIP_R | TTACAAGCACCACAAGGA          |                                           |
| AT4G01430_ChIP_F | GAGTTGTTGTGCGTTGTA          |                                           |
| AT4G01430_ChIP_R | TGATACCGACGTGTCTAC          |                                           |
| AT4G36710_ChIP_F | CTCCACATAAAGCCCAGT          |                                           |
| AT4G36710_ChIP_R | ACCTAGTTGTTAGTACCACAC       |                                           |
| AtActin7_ChIP_F  | CGTTTCGCTTTCCTTAGTGTTAGCT   |                                           |
| AtActin7_ChIP_R  | AGCGAACGGATCTAGAGACTCACCTTG |                                           |
| AtPTAC7_F        | TTCACCTGTTCTTCTCCAT         | Expression<br>analysis of<br>target genes |
| AtPTAC7_R        | ATCGTCCTTCTTCGTCAA          |                                           |
| AtLHCB1.4_F      | AAGGTTGGCTATGTTCTCT         |                                           |
| AtLHCB1.4_R      | GCATTGTTGTTGACTGGAT         |                                           |
| AtCHL-CPN10_F    | GGCTAACCATACGCTTCT          |                                           |
| AtCHL-CPN10_R    | GGCAACAATACTCCACCT          |                                           |
| AtLHCB5_F        | TTCAGGGCAGTTTCAAGA          |                                           |
| AtLHCB5_R        | GCTCATCGCTAGTCTCAG          |                                           |
| AtCLB6_F         | CGCAAGTATGGAGTGGAA          |                                           |
| AtCLB6_R         | TGAAGGTGAGAGGTGTTAC         |                                           |
| AtTCP13_F        | GCATCTTCAACCATCATCA         |                                           |
| AtTCP13_R        | GCGGCTAGTAGTAGTAGAC         |                                           |
| AtSAUR14_F       | TAAGAAAGGCAGAGGAAGAG        |                                           |
| AtSAUR14_R       | TGAAGCGAGAAGCAAGAT          |                                           |
| AtSAUR15_F       | ATGGCGGTCTATGTAGGA          |                                           |
| AtSAUR15_R       | TCTGAGATGTGACTGTGAAG        |                                           |
| AtSWEET16_F      | ATGTTATATCGGTGCTTGTC        |                                           |
| AtSWEET16_R      | ACCAGGTGTCACTATTCC          |                                           |
| AtERD6_F         | ACATCCGTAATAGCCACAA         |                                           |
| AtERD6_R         | CAGAACAAAGAAGCCATTAGG       |                                           |
| AtUBC21_F        | TCCTCTTAACTGCGACTCAGG       |                                           |
| AtUBC21_R        | GCGAGGCGTGTATACATTTG        |                                           |

How the deposited data were processed for this re-analysis (not part of the article)

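According to the paper, ChIP-seq was performed on rosette leaves of 3-week-old plants of the myc-GNC and myc-CGA1 overexpression lines, with 2 biological replicates per line and an IP and an INPUT library for each, 8 libraries in all. The authors trimmed the reads, mapped them to TAIR10 with Bowtie2, removed reads that matched multiple locations, and called peaks for each replicate with MACS. The deposited peak lists hold intervals and a score per peak. The score is the authors' value, the MACS p-value of the IP against the INPUT on a −log10 scale multiplied by 10, with a minimum of 50, and it was not normalized further. The lists hold no read counts, so the depth behind a peak was not known and no error of a score was derived. The intervals given for shares are 95% Wilson intervals and cover counting error only.

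Samples were grouped by line as their titles and the methods give them. The descriptions of the CGA1 INPUT samples name the peak lists of GNC instead, and the titles were followed. Overlapping peaks of the replicates had identical edges in GNC, and in CGA1 92.3% of them had edges that differed by 0 or 4 bp. The lists of a line were therefore treated as 1 sample. Each list was tested alone, and no spread between replicates was used in a test. The paper's ChIP-qPCR and expression measurements were not analysed here, and GO and MapMan gene tables were not used here.

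Peaks were placed by their centre on the TAIR10.1 annotation of the 5 nuclear chromosomes. The order of location classes was promoter (1 kb upstream to 100 bp downstream of a TSS, split at 500 bp), TTS (100 bp upstream to 1 kb downstream), coding exon, 5′ UTR, 3′ UTR, non-coding exon, first intron, other intron and intergenic. A peak centred in a promoter window was assigned to the gene with the nearest TSS, and a gene was associated with a factor when it was found in both lists. The chloroplast peak of the GNC lists was left out of these steps. Shares were compared with 10000 sets of random positions with the same number per chromosome, and overlaps of peaks by at least 1 bp with 1000 such sets, both with two-sided empirical p-values. The p-values of location classes were adjusted over 40 tests by the Benjamini-Hochberg method. The overlap rule was applied in Python and not with bedtools, which had been planned.

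Gene overlaps and gene sets were tested with Fisher's exact test, two-sided, over all 37899 genes, and the p-values of 5 gene sets and both lines were adjusted together. The gene sets were made by a search of the product names, functions, locations, domains and gene types in the annotation, in which 93.4% of the protein-coding genes have a description. They were transcription factor, E3 ubiquitin ligase, protein kinase or phosphatase, chloroplast or photosynthesis, and tRNA. Transcription factor families, counted only within the transcription factor set and so not complete, and the co-expressed genes of Data S6 were tested in the same way. Motifs were counted on either strand within 250 bp on each side of the peak centre, against 10 windows per peak matched on location class and on GC content in steps of 0.02, with Fisher's exact test, two-sided, adjusted over 10 motifs and 4 lists. A motif was called past the threshold in a line when its adjusted p was under 0.05 in both lists. Differences between the lines were tested with 10000 permutations of the line, two-sided, and 18 such tests were adjusted together. The line was permuted over peaks or genes, which are not independent replicates, so these p-values do not measure variation between samples.

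The main tests, their settings and all alternatives except 2 were fixed before the data were examined. The alternatives were a score of at least 100, only peaks that overlap a peak of the other replicate, random positions within 50 kb of each peak, protein-coding genes only, every gene whose window contains the peak centre, and a promoter window from 500 bp upstream to 100 bp downstream. Further alternatives were random positions within promoter windows, a reciprocal overlap of at least 50%, motif windows of 100 bp on each side, windows at uniform random positions, organelle genomes included in the counts of words, replicate numbers kept in the comparison of the lines, and each replicate left out in turn. The 2 alternatives added after the data had been seen were mean occurrences of a motif per window and distances measured from the nearest peak edge. The tests of single location classes, the edge differences of 0 or 4 bp, the comparison of tags in Data S1, the bin next to the TSS, the words and amplicons at the GNC and CGA1 genes, the families of transcription factors, the differences between the lines, the density along the chromosomes and the look at first introns, the start of chromosome 2 and the chloroplast were also chosen after the data had been seen.

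The genes named are those that the paper names for its ChIP-seq, ChIP-qPCR or expression tests, the CRF and ARR genes, and the 3 promoter peaks with the highest mean score in each line. Genes named outside this rule were chosen after their values had been seen. Data S1 was at hand only in part, with no CGA1 sheet.

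The procedures were tested on simulated data. With 2400 random peaks and none moved, the promoter test gave p under 0.05 in 2 of 50 sets, and with 5% and 10% of the peaks moved into promoters in 46 and 50 of 50. The test of peak overlap, on 1900 peaks, did so in 1 of 20 sets without and 20 of 20 sets with 60 peaks placed on peaks of the other list. The test of gene overlap did so in 9 of 200 sets without and 200 of 200 sets with 30 shared genes added. With 4% of 2400 peaks placed on CACGTG, the motif passed the threshold in 5 of 5 sets, and 0 of 45 tests of other motifs did. Apart from moved or placed peaks, the simulated positions were uniform, so these rates do not cover an uneven density along the chromosomes. Effects smaller than those planted were not simulated. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9, with a fixed random seed.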

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

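All tests in this part were chosen only after the patterns had been seen, and for the tests on repeated sequence the shares at which the explanation would be accepted or excluded were set after their values had been seen.

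First introns held 3.24% of the GNC peaks and 3.63% of the CGA1 peaks, a signal that Fig. 2a shows and that the paper does not compare with chance. Random positions fell there at 2.58% to 2.59%. The ratios were 1.23 and 1.28 for GNC (n = 5744 and n = 5721 peaks, two-sided empirical test, adjusted p = 0.0188 and 0.00436) and 1.38 and 1.42 for CGA1 (n = 2456 and n = 2399, adjusted p = 0.0123 and 0.00677), above 1 in 4 of 4 lists. A candidate explanation is that first introns lie near TSSs, where peaks are frequent. Against random positions with the same distances to the nearest TSS, the ratios were 1.19 and 1.26 for GNC (n = 5744 and n = 5721, two-sided empirical p = 0.0172 and 0.00220) and 1.43 and 1.48 for CGA1 (n = 2456 and n = 2399, p = 0.00140 and 0.0006). The lowest of these ratios, 1.19, argues against the distance to the TSS as the whole cause. The lists of a line share intervals, so the 4 lists are not independent samples. Base composition and the ease of mapping reads to introns were not tested and stay open, and no biological explanation was tested.

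A peak at the start of chromosome 2 had a mean score of 601 in GNC, the highest of that line, and of 465 in CGA1, and the paper does not discuss it. In GNC it spans 9609 to 10328, and the ribosomal RNA genes AT2G01010 and AT2G01020 lie within 9608 bp of it, between it and the end of the chromosome. A candidate explanation is reads from other copies of the same sequence. Of the 50-base words of the GNC interval, 28.3% have another copy in the reference, and of the interval of CGA1 replicate 2, 12.1%. The mean over the peaks of GNC replicate 1 is 0.143%, and 0.0522% of those peaks have as large a share as this one. Most of its words nevertheless occur once, and the authors removed reads that matched multiple locations. Binding and repeated sequence cannot be told apart here, because the lists hold no reads and copies missing from the reference would not be counted. No biological explanation was tested.

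Each GNC list had a peak on the chloroplast genome from 110292 to 114390, a genome on which the paper reports no binding. Its score was 147 in replicate 1, with rank 73 in the list, and 345 in replicate 2, with rank 2. It is 4099 bp long and spans ycf1, ndhF, rpl32 and trnL, and neither CGA1 list had a chloroplast peak. Reads from other copies of the sequence are a candidate explanation, and 9.56% of its 50-base words have another copy in the nuclear or organelle genomes. The authors removed reads that matched multiple locations, so this share cannot show whether such reads lie behind the interval. The explanation cannot be told apart from others. The number of chloroplast reads in the IP and INPUT libraries was not known, and no biological explanation was tested.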

How the results depend on the processing

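The alternatives of mean motif occurrences and of nearest peak edges were chosen only after the results had been seen. For the results that answer a comparison, 140 values were recomputed under alternatives that keep both replicates. Of these, 99 kept their direction and their side of the threshold or stayed within their error. For counts of genes and words, a factor of 1.5 took the place of the error. Of the others, 9 lost and 2 gained significance, 15 moved and 15 reversed. Of 80 values for other single motifs, 54 were unchanged in this sense, 12 lost and 1 gained significance, and 13 reversed. Values with a replicate left out rest on 1 list per line and are not in these counts. None of the reversed values passed the threshold. Where no reason is given, the cause was not tested.

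With each replicate left out in turn, the sizes of the values below stayed within their error, except the numbers of genes. Those were held to a factor of 1.5 and stayed within it. The promoter share was 35.1% to 35.6% for GNC and 36.6% to 37.8% for CGA1, and the share in the first 200 bp was 8.15% to 8.27% and 8.09% to 8.18%. The number of genes was 1981 to 1998 for GNC, against 1665 in both lists, and 894 to 899 for CGA1, against 728. The ratio of the gene overlap between the lines was 1.27 to 1.39, and that of the peak overlap 1.5 to 1.55. Ratios of GNC gene sets were 1.21 to 1.21 (transcription factor), 1.01 to 1.07 (E3 ubiquitin ligase), 1.14 to 1.18 (protein kinase or phosphatase), 1.20 to 1.23 (chloroplast or photosynthesis), 0.735 to 0.759 (tRNA) and 1.32 to 1.34 (co-expressed genes). In the same order, those of CGA1 were 1.29 to 1.41, 1.16 to 1.16, 1.27 to 1.52, 1.1 to 1.14, 0.405 to 0.678 and 1.23 to 1.38. GATA ratios were 1.00 in every case, and GATC ratios 1.01 to 1.01 for GNC and 1.00 to 1.02 for CGA1. The lists of a line share intervals, so these ranges say little about stability. The overlap of peaks and the overlap of genes between the replicates, as percentages, need both lists and gave no value without replicate 1 or without replicate 2.

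With a score of at least 100, far fewer nuclear peaks were tested, 624 and 651 for GNC and 197 and 200 for CGA1. The promoter share of GNC was 36.4%. It was past the threshold in replicate 2 (p = 0.0008, n = 651 nuclear peaks) but not in replicate 1 (p = 0.171, n = 624 nuclear peaks). The share in the first 200 bp was 7.68% for GNC and 8.57% for CGA1, past the threshold in no list. The gene overlap between the replicates was 73.6% for GNC and 70.9% for CGA1, with 170 and 56 genes. The gene overlap between the lines had a ratio of 3.98 from 1 shared gene and the peak overlap a ratio of 2.12 from 2 peaks, neither past the threshold. Gene sets of GNC reversed to 0.589 (protein kinase or phosphatase) and 2.14 (tRNA), and those of CGA1 to 0 (E3 ubiquitin ligase), 0.596 (protein kinase or phosphatase), 0.742 (chloroplast or photosynthesis) and 1.08 (tRNA). Co-expressed genes reversed to 0.633 for GNC and 0 for CGA1, from 4 and 0 genes. Motif ratios reversed to 0.897 (CGATAA), 0.969 (GAGAGAGA) and 0.910 (CGTCGCC) for GNC, and to 0.994 (GATC), 0.983 (GATCA), 0.868 (TGGGCC or TGGGCT), 0.890 (CACGTG), 0.689 (CGTCGCC) and 0.971 (WGATAR) for CGA1. In both lines 0 motifs passed the threshold, and 0 in GNC and 0 in CGA1 had an unadjusted p under 0.05 in both lists.

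With a promoter window from 500 bp upstream, the genes in both lists numbered 1052 for GNC and 466 for CGA1, since a shorter window holds fewer peaks. The gene overlap between the lines had a ratio of 1.47 (Fisher's exact test, two-sided, p = 0.0881, against 0.0175 to 0.223 over its alternatives with both replicates), and the E3 ubiquitin ligase set of GNC reversed to 0.890. The chloroplast or photosynthesis set of GNC rose to 1.38 and passed the threshold (exact test, adjusted p = 0.00856, range over its alternatives 0.00856 to 0.886). So did the co-expressed genes of CGA1, at 1.62 (exact test, adjusted p = 0.0262, range 0.0262 to 0.582).

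With protein-coding genes only, the gene overlap between the lines had a ratio of 1.27, and the sets E3 ubiquitin ligase of GNC and chloroplast or photosynthesis of CGA1 reversed to 0.889 and 0.928. With every gene whose window contains the peak centre, the E3 ubiquitin ligase set of GNC reversed to 0.951. Random positions within promoter windows gave the gene overlap a ratio of 1.25, and the E3 ubiquitin ligase and tRNA sets of GNC reversed to 0.999 and 1.03. When the replicate numbers were kept, the gene overlap had a mean ratio of 1.33, with an exact test giving p = 0.00762 for replicate 1 and 0.0590 for replicate 2. Its ratio was above 1 under each alternative tried, but it lost significance under 5 of those that keep both replicates. Without replicate 1, only the test of replicate 2 remains, which did not pass the threshold.

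Distances from the nearest peak edge gave 22.0% for GNC and 24.3% for CGA1 in the first 200 bp, because a peak over a TSS is then given the distance 0. The number of motifs past the threshold was 1 for GNC and 0 for CGA1 with only peaks that overlap a peak of the other replicate, and again with motif windows of 100 bp. It was 0 for CGA1 with mean occurrences per window. The motifs of CGA1 with an unadjusted p under 0.05 in both lists numbered 3, 2 and 2 in these 3 cases. With windows at uniform random positions, the number past the threshold rose to 3 for GNC and stayed at 2 for CGA1. Single motifs reversed to 0.994 (GATCA of CGA1, both with windows at uniform random positions and with mean occurrences), 0.988 (TGGGCC or TGGGCT of CGA1, only peaks that overlap a peak of the other replicate), and 0.992 and 0.996 (CGATAA and GAGAGAGA of GNC, windows of 100 bp).

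No paired analysis was possible because no test compared replicates as samples and the lists hold no counts for a model. The gene overlap with replicate numbers kept is given above. Counts of GATA and GATC with both organelle genomes stayed within 1.5 times the nuclear counts.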

Differences from the paper's values

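The tests behind the values in this part were set before the data were examined, except for those on transcription factor families and on the bin next to the TSS, which were chosen only after the results had been seen.

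Shares of peaks in 3 location classes differed from those of the paper. Intergenic peaks were 9.31% for GNC and 9.38% for CGA1, against the paper's about 15% for each in Fig. 2a, read by eye. Among the alternatives set before the data were examined, protein-coding genes only closed the gap for both lines, with 16.1% and 14.3%. A gap of over 1.5 times was counted as a difference. For CGA1, only peaks that overlap a peak of the other replicate (10.3%) and a score of at least 100 (11.1%) came within 1.5 times of the paper's value but stayed below it, while for GNC these gave 9.53% and 8.02% and did not. Leaving out either replicate did not close it in either line.

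The 5′ UTR share was 1.58% for GNC, against the paper's about 0.81% in Fig. 2a, read by eye, and 1.73% for CGA1, against the paper's about 0.70% in Fig. 2a, read by eye. The 3′ UTR share of GNC was 1.1%, against the paper's about 0.65% in Fig. 2a, read by eye. None of the alternatives set before the data were examined closed these 3 gaps.

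Table S1 of the paper gives 1 GATA per 288 bp, and 1 per 228 bp was found here. The paper's own count of 524137, divided into the length of the reference with organelle genomes, also gives 228 bp. For GATC the paper gives 274 bp and 275 bp was found. With both organelle genomes the counts were 524084 GATA, 523759 TATC and 435335 GATC, against the paper's 524137, 523698 and 435331.

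The paper reports GATA/C-like motifs as enriched in the peaks of both factors. It searched for motifs with ChIPSeek around peak summits, whereas exact sequences around peak centres were counted here, so the measures differ. Against matched windows, none of GATA, GATC, GATCA, CGATAA and WGATAR had an adjusted p under 0.05 in a list, with ratios from 0.988 to 1.08. No setting tried gave such an adjusted p. Over the alternatives the ratio varied most for CGATAA, down to 0.897 in GNC and up to 1.34 in CGA1. The paper describes the binding sites near the TSS as enriched mainly within 200 bp upstream. Of the GNC peaks, 8.15% to 8.27% had their centres there, and of the CGA1 peaks 8.09% to 8.18%. These shares were low but above random positions, with ratios from 1.23 to 1.26 (two-sided empirical p from 0.0002 to 0.0030). In Fig. 2b a single bin upstream of the TSS stands out, whereas the centres of GNC replicate 1 gave 1.12 times the mean of the neighbouring bins. Distances from the nearest peak edge, an alternative chosen after seeing the values, gave such a bin, with a ratio of 6.85.

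The paper names transcription factors and E3 ubiquitin ligases as overrepresented among the genes of both factors, and chloroplast genes among those of GNC. With keyword sets in place of its GO and MapMan tables, the adjusted p values were 0.199 and 0.101 for transcription factors in GNC and CGA1, 0.942 and 0.199 for E3 ubiquitin ligases, and 0.0662 for chloroplast or photosynthesis in GNC. None passed the threshold with the settings used throughout. The chloroplast or photosynthesis set of GNC passed it with a promoter window from 500 bp upstream (Fisher's exact test, two-sided, adjusted p = 0.00856, range over its alternatives 0.00856 to 0.886), and the other sets passed it under no alternative. TCP and bHLH families, which the paper singles out, had adjusted p values of 0.617 and 0.802 in GNC and 0.296 and 0.617 in CGA1.

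Several genes that Data S2 associates with a factor were not associated here. AT3G17100 was not a CGA1 gene with the settings used throughout, but it was one with protein-coding genes only and with every gene whose window contains the peak centre. LHCB1.4 had its GNC peak in replicate 1 only, so it was associated only without replicate 2. AT2G35380 (both factors), AT4G36710 (GNC), ARR20 (GNC) and SOC1 (GNC) were associated under none of the settings tried. Data S1 lists a GNC peak at SOC1 with a score of 181.37 in both replicates, which was absent from both deposited GNC lists. Of the 9 genes of Fig. S3, which the paper takes from both datasets, 4 had promoter peaks of both factors. Data S2 itself lists AT1G18330 and AT1G65360 for GNC only, AT3G26210 for CGA1 only and AT4G01430 for neither. Only AT4G36710 was thus called differently here than in Data S2, for GNC.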

Other observations

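The tests of the tRNA gene set and of identical peak edges were set before the data were examined, and all other tests in this part were chosen only after the data had been seen.

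The overlapping peaks of the GNC replicates had identical edges in 100% of cases (4734 peaks), and those of the CGA1 replicates had edges that differed by 0 or 4 bp in 92.3% (1771 peaks). Between GNC and CGA1, 0 of 145 overlapping peaks in the replicates 1 had an edge in common. Independent IP libraries would give edges that differ by a continuous range of bp, as they do between the lines, so the shares of 100% and 92.3% argue against them. The same IP reads behind both lists of a line are a candidate explanation. Equal shift sizes would leave all edges identical, as for the 4734 peaks of GNC. Fig. S2b gives shift sizes of 79 and 77 bp for the CGA1 replicates. That they would move CGA1 edges by 4 bp was assumed and not tested. Of the 1771 peaks with differences of 0 or 4 bp, 891 had both edges identical, and why these did not move was not tested. The 1771 peaks were counted by the differences seen in the data, so they decide nothing about shift sizes in CGA1, which stay open.

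Data S1 gives IP tags and fold enrichment for part of the GNC peaks. Of 352 intervals visible in both of its sheets, 279 had the same number of tags, 269 the same summit, 29 the same fold enrichment and 36 the same score. After misaligned entries had been noticed, the comparison was restricted to 268 intervals whose length column matched the interval. Of these, 267 had the same number of tags, 267 the same summit, 24 the same fold enrichment and 24 the same score. Equal tags with the same fold enrichment in only 8.96% of the intervals may reflect the same IP reads compared with different INPUT libraries. Whether 1 IP library was used for both lists or the IP reads of both replicates were pooled cannot be told apart, since either would give the 267 intervals with equal tags. No biological explanation was tested.

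The tall bin directly upstream of the TSS in Fig. 2b may arise if peaks that overlap a TSS are given the distance 0. With distances from the nearest peak edge, this bin held 1117 peaks of GNC replicate 1, 6.85 times the mean of its neighbours, against 258 peaks and 1.12 times with peak centres. The pile-up exceeds the one visible in Fig. 2b, so the rule tested was not exactly that of the figure. No biological explanation was tested.

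Genes for tRNA made up 22 of the GNC-associated genes, 0.801 times the number expected (Fisher's exact test, two-sided, p = 0.325, adjusted p = 0.464), and 5 of the CGA1-associated genes, 0.416 times (p = 0.0381, adjusted p = 0.127). Non-coding exons held fewer peaks than random positions in 4 of 4 lists, with ratios from 0.225 to 0.417 and an adjusted p of 0.0008 in each. The authors removed reads that matched multiple locations, and the ease of mapping reads to these exons was not tested. Whether the factors avoid them thus stays open. The CGA1 peak with the highest mean score, on chromosome 5 from 20547822 to 20548869, lay in an intergenic region. Its scores were 457 and 489. In replicate 2, the peak at the start of chromosome 2 scored higher, at 611.

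Of the 16 ChIP-qPCR amplicons, 14 matched the reference exactly with their primers, and the amplicons II of GNC and of AT1G18330 did not. Amplicon I of the GNC gene lay 18 to 134 bp downstream of the TSS, and amplicon III lay 745 to 635 bp upstream, with the nearest CGA1 peak 14921 bp from it. At the CGA1 gene, a GNC peak lay 28 bp from amplicon I, 502 bp from amplicon II and 704 bp from amplicon III. The 1-kb promoter of GNC held 7 GATA and 4 GATC words and that of CGA1 held 14 and 4, against medians of 9 and 3 over protein-coding genes. At least as many GATA words were found in 76.0% of the genes for GNC and in 9.63% for CGA1.

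In 18 measures, GNC and CGA1 were compared by permutation of the line, and 0 had an adjusted p and 0 an unadjusted p under 0.05. The smallest unadjusted p was 0.0578.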
